# Protein Kinase C Overexpression Suppresses Calcineurin-Associated Defects in *Aspergillus nidulans* and Is Involved in Mitochondrial Function

**DOI:** 10.1371/journal.pone.0104792

**Published:** 2014-08-25

**Authors:** Ana Cristina Colabardini, Laure Nicolas Annick Ries, Neil Andrew Brown, Marcela Savoldi, Taísa Magnani Dinamarco, Marcia Regina von Zeska, Maria Helena S. Goldman, Gustavo Henrique Goldman

## Abstract

In filamentous fungi, intracellular signaling pathways which are mediated by changing calcium levels and/or by activated protein kinase C (Pkc), control fungal adaptation to external stimuli. A rise in intracellular Ca^2+^ levels activates calcineurin subunit A (CnaA), which regulates cellular calcium homeostasis among other processes. Pkc is primarily involved in maintaining cell wall integrity (CWI) in response to different environmental stresses. Cross-talk between the Ca^2+^ and Pkc-mediated pathways has mainly been described in *Saccharomyces cerevisiae* and in a few other filamentous fungi. The presented study describes a genetic interaction between CnaA and PkcA in the filamentous fungus *Aspergillus nidulans*. Overexpression of *pkcA* partially rescues the phenotypes caused by a *cnaA* deletion. Furthermore, CnaA appears to affect the regulation of a mitogen-activated kinase, MpkA, involved in the CWI pathway. Reversely, PkcA is involved in controlling intracellular calcium homeostasis, as was confirmed by microarray analysis. Furthermore, overexpression of *pkcA* in a *cnaA* deletion background restores mitochondrial number and function. In conclusion, PkcA and CnaA-mediated signaling appear to share common targets, one of which appears to be MpkA of the CWI pathway. Both pathways also regulate components involved in mitochondrial biogenesis and function. This study describes targets for PkcA and CnaA-signaling pathways in an *A. nidulans* and identifies a novel interaction of both pathways in the regulation of cellular respiration.

## Introduction

Cellular responses to environmental stimuli are often mediated through G-proteins, which consist of a G-protein coupled receptor (GPCR) and the associated heterotrimeric G-proteins [1]. One such G-protein is phospholipase C which produces the second messengers diacylglycerol (DAG) and inositol 1,4,5-triphosphate (IP_3_) from the cell membrane phospholipid phosphatidylinositol 4,5-bisphosphate. These second messengers subsequently cause an increase in intracellular Ca^2+^ levels [2]. The concentration of intracellular calcium ions (Ca^2+^) serves as a signal for the regulation of many cellular processes and is constantly altered in response to environmental cues and physiological signals [3]. In mammalian cells, a rise in intracellular Ca^2+^ levels causes the activation of the calcineurin phosphatase and the protein kinase C (Pkc) pathways [2]. Protein kinases and phosphatases act as key regulators of signal transduction by adding or removing phosphate groups to their protein targets hence directing the activity, location and function of many proteins [4]. In the filamentous fungus *Aspergillus nidulans*, PkcA was shown to be fundamental to the cell wall integrity (CWI) pathway, is essential for viability, and has been shown to be involved in penicillin production, polarized growth, morphogenesis, septum formation and the apoptosis [5]–[9]. Crosstalk between Pkc and the unfolded protein response (UPR) or other MAP (mitogen-activated protein) kinase cascades has been observed [10], [11].

The MAP-kinase (MAPK) cascades function via the sequential phosphorylation of three protein kinases (MAPKKK, MAPKK, MAPK) resulting in the activation of a multifunctional MAP kinase [12]. MAP kinase phosphorylation cascades are important for relaying, integrating and amplifying intracellular signals and are crucial signaling components involved in many cellular processes [12]. In *Saccharomyces cerevisiae*, MAP kinases control mating, the cellular response to high environmental osmolarity, pseudohyphal development, sporulation of diploid cells and the maintenance of CWI in response to stresses, such as heat stress and low osmolarity [13]. In *S. cerevisiae*, the CWI pathway is activated when Pkc1p phosphorylates Bck1p, a MAPKKK, which in turn activates the two MAPKKs, Mkk1p and Mkk2p, which then go on to phosphorylate the MAPK Slt2p. Mkk1p/2p and Slt2p regulate the expression of many downstream protein targets such as cell wall proteins and enzymes involved in cell wall biogenesis [14]. In *A. nidulans*, a similar mechanism operates in the activation of the CWI pathway. The orthologues of *S. cerevisiae* Bck1p and Slt2p, in *A. nidulans*, BckA (MAPKKK) and MpkA (MAPK), were shown to function downstream of PkcA and were involved in the suppression of apoptosis during heat stress [11].

*A. nidulans* PkcA contains a long conserved N-terminal regulatory region consisting of three subdomains (CN1, CN2 and CN3), which interact with cell membranes [15]. The CN3 subdomain has high similarity with the calcium-binding domain of mammalian PKCs, but the lack of an aspartate residue dramatically decreases the affinity for this ion [16]. In *S. cerevisiae*, the PkcA homologue, Pkc1p, is activated by the Ras-like GTPase Rho1p [17] which in turn is activated by the cell membrane stress sensors Wsc1p (cell wall integrity and stress response component) [18] and Mid2 (mating induced death). These membrane sensors interact with the Rho1p guanine nucleotide exchange factor Rom2 [19]. In contrast to mammalian and *S. cerevisiae* cells, the mechanism of PkcA activation in *A. nidulans* remains unknown.

In filamentous fungi, intracellular Ca^2+^ levels are essential for the regulation of hyphal morphology (branching) and growth (orientation) [20]–[22]. The two major mediators of Ca^2+^-mediated signaling are the Ca^2+^-binding protein calmodulin (CaM) and the Ca^2+^/calmodulin-dependent calcineurin, a serine/threonine protein phosphatase [23]. Calcineurin consists of a catalytic subunit A and a regulatory subunit B, which through its association renders the catalytic subunit inactive [21]. Upon Ca^2+^ and calmodulin binding, calcineurin subunit A dissociates from the regulatory subunit and becomes active [21]. In filamentous fungi, calcineurin mediates growth, cell morphology, mating, virulence and responses to antifungal drugs [21] [24]–[28]. One of the targets of calcineurin subunit A (CnaA) in *A. nidulans* is the transcription factor CrzA. Upon an increase in intracellular Ca^2+^ levels, CnaA becomes active and dephosphorylates CrzA which subsequently translocates to the nucleus [29]. CrzA regulates the expression of *chsB*, which encode a chitin synthase involved in cell wall synthesis [30], P-type Ca^2+^ ATPase-encoding genes, which are involved in Ca^2+^ efflux, and other genes involved in calcium metabolism [31], thus mediating calcium homeostasis.

Although an increase in intracellular Ca^2+^ levels does not directly activate protein kinase C in fungi, as is the case in mammalian cells, there is considerable crosstalk between Ca^2+^-signaling pathways and Pkc-mediated signaling. In *S. cerevisiae*, transcriptional regulation of *FKS2*, which encodes the catalytic subunit of glucan synthase, is governed by a combination of signals mediated by Pkc1p, calcineurin and the Kss1p MAPK pathway components Ste11p and Ste12p, in response to different environmental stimuli [32]. Furthermore, constitutively expressed calcineurin can partially suppress the lysing phenotypes caused by *PKC1* mutations [33]. Similarly, in *Candida albicans* and *Cryptococcus neoformans*, calcineurin was shown to induce *FKS1*, which encodes a β-1,3-glucan synthase subunit also regulated by the CWI pathway [33].

The presented study provides further evidence for a crosstalk between the calcium- and PkcA-mediated signaling pathways in *A. nidulans*. Overexpression of *pkcA* in a Δ*cnaA* background partially suppressed the phenotypic effects caused by the *cnaA* deletion. Furthermore, PkcA seemed to be involved in maintaining intracellular calcium homeostasis through controlling the expression of genes encoding mitochondrial components. This work clearly states the involvement of protein kinase C in various calcium-regulated processes in a filamentous fungus.

## Results

### Genetic interaction between *pkcA* and *cnaA*

The deletion of the *A. nidulans* calcineurin phosphatase subunit A (CnaA) resulted in severe growth and conidiation defects, increased branching and septation [34], while both PkcA and CnaA are involved in maintaining cell wall integrity [32] [35], [36]. Therefore, a connection between these two proteins may exist. Hence, the *alcA::pkcA ΔcnaA* strain was constructed by sexually crossing an *alcA::pkcA* strain (in which the *pkcA* gene was placed under the regulatory control of the *alcA* promoter) with a *ΔcnaA* strain. Transcription of *alcA* is repressed in the presence of glucose, derepressed in the presence of glycerol and induced to high levels in the presence of ethanol or L-threonine [37]. The *pkcA* mRNA accumulation is increased about 3 to 4−fold when *alcA::pkcA* and *alcA::pkcA ΔcnaA* growth in 2% glycerol+100 mM threonine was compared to glucose 2% for both, respectively (Figure 1). The *alcA*::*pkcA* Δ*cnaA* strain showed a severe growth defect in the presence of glucose when compared to the wild-type strain, and worse than the *ΔcnaA* strain (Figure 2A). Growth of the *alcA*::*pkcA* Δ*cnaA* strain on solid media was partially restored in the presence of glycerol and glycerol plus threonine, when compared to the *ΔcnaA* strain (Figure 2A). The observed phenotypes were confirmed by measuring fungal biomass (dry weight) in liquid media containing 2% glycerol plus 100 mM threonine for 12, 24 and 48 hours at 37°C (Figure 2B). Nevertheless, a relation between branch emergence and septum formation may exist, as increased branching was observed in both the Δ*cnaA* and *alcA*::*pkcA* Δ*cnaA* strains (Figure 2B). After 48 hours of growth in the presence of glycerol plus threonine, the dry weight of *alcA::pkaA ΔcnaA* strain was slightly higher than, while the *ΔcnaA* strain was less than half, of the wild-type strain (Figure 2C).

**Figure 1:**
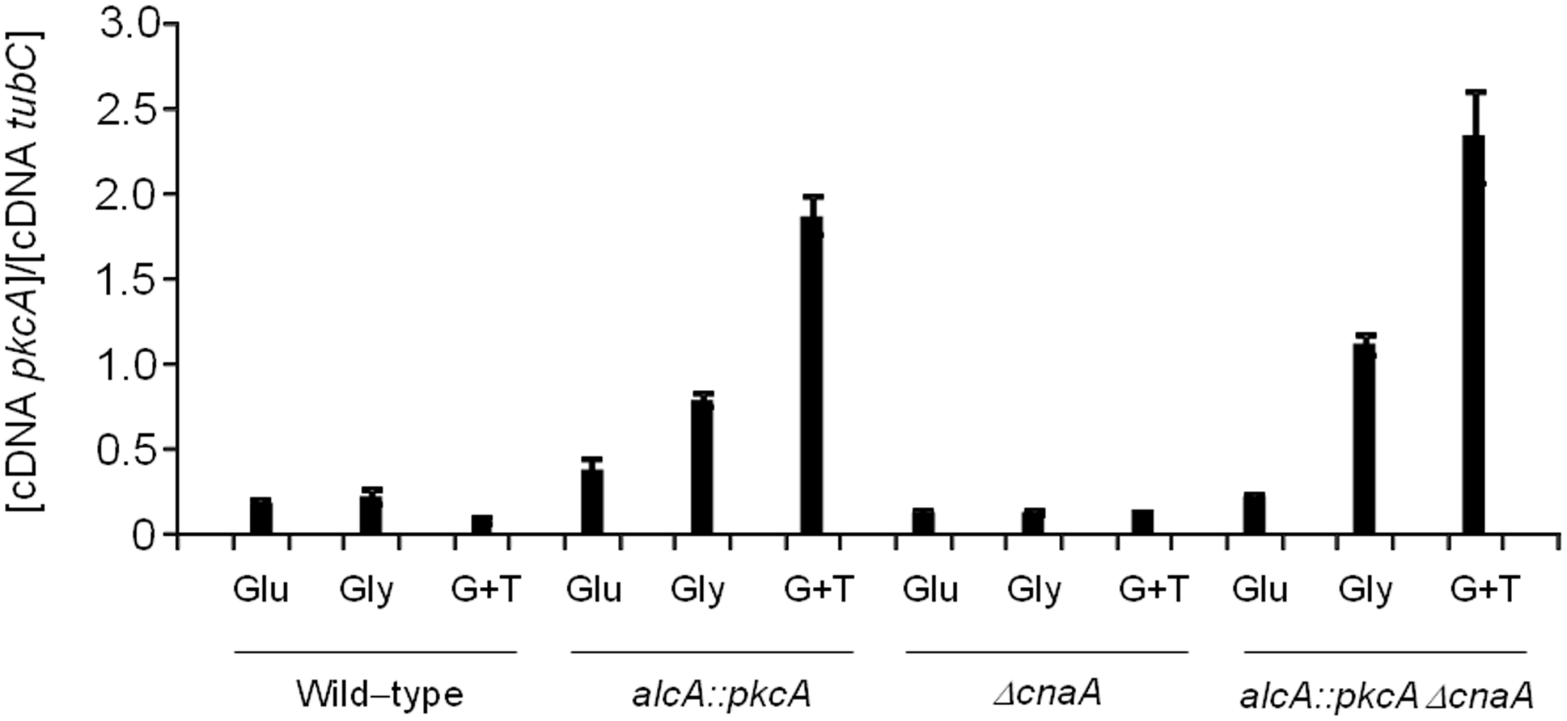
The *alcA::pkcA ΔcnaA* strain has increased *pkcA* mRNA accumulation. The wild−type, *alcA::pkcA*, *ΔcnaA*, and *alcA::pkcA ΔcnaA* strains were grown for 16 hours in minimal medium supplemented either with glucose 2% (G), glycerol 2% (Gly) or glycerol 2% plus 100 mM threonine (G+T), RNA extracted and RT-qPCR performed for *pkcA*.

**Figure 2:**
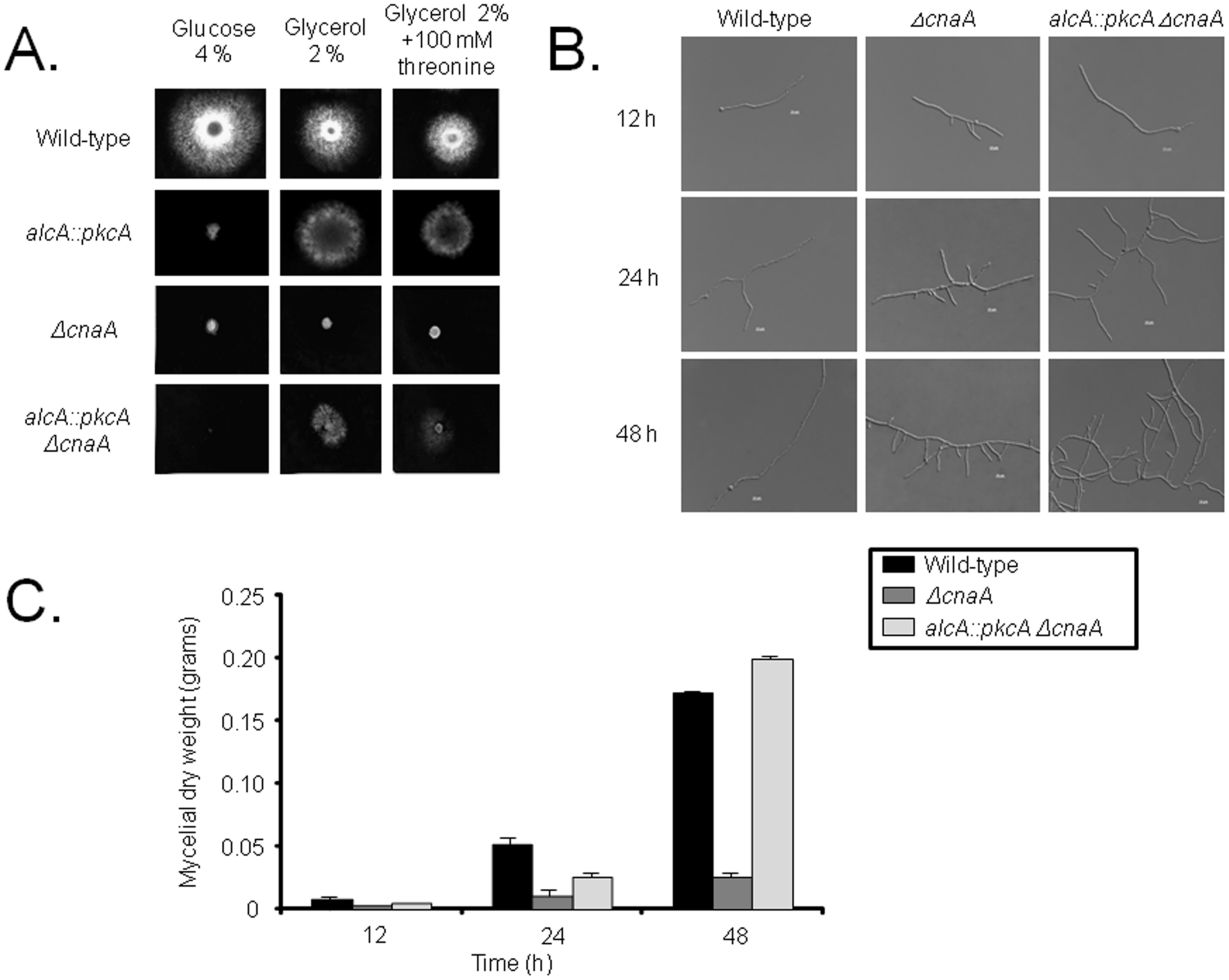
Overexpression of *pkcA* suppresses the phenotype defects caused by the *cnaA* deletion. (A) The wild-type, *alcA::pkcA*, *ΔcnaA* and *alcA::pkcA ΔcnaA* strains were grown for 72 hours at 37°C on agar plates containing either 4% glucose, 2% glycerol or 2% glycerol plus 100 mM threonine, or (B) in liquid media containing 2% glycerol plus 100 mM threonine for 12, 24 and 48 hours at 37°C, before their growth was assessed under the microscope (scale bars indicate 5 µm) and (C) mycelial dry weight measured for three biological replicates from each collected timepoint.

As previously observed [34], the *ΔcnaA* germlings contained a higher number of septa (5.9±0.88 septa in 100 germlings) than the wild-type and *alcA*::*pkcA* Δ*cnaA* (1.5±0.53 and 1.1±0.32 septa in 100 germlings) strains. The length between septa of the *ΔcnaA* was shorter than that of the wild− type (Figure 3). The length of the *alcA:: pkcA ΔcnaA* strain was restored under the PkcA-overexpression condition, and the restored length was similar to that of the wild−type (Figure 3). Septa are fungal cell walls which divide the non-apical part of the hypha into symmetrical compartments from which new branches can emerge [38]. One hypothesis is that septa function as a spatial cue for branch emergence in some fungi and that localized spikes in calcium levels may also specify branching sites, although substantial evidence for both theories is lacking [39]. Overexpression of *pkcA* restores the number of septa similar to the wild-type (Figure 3). In *A. nidulans*, FITC (fluorescein isothiocyanate)-conjugated WGA (wheat germ agglutinin) can be used to detect chitin that is deposited into the cell wall of the growing hyphal tip [40]. FITC-WGA staining of actively growing hyphae revealed that in approximately half (46%, 100 germlings; Figure 4) of the Δ*cnaA* hyphae, cell wall extension at the apex was lost when compared to the wild-type strain (100%, 100 germlings, Figure 2B). On the other hand, in the *alcA::pkcA ΔcnaA* strain, cell wall deposition was the same as in the wild-type strain (100%, 100 germlings; Figure 4). These results support the hypothesis of a genetic interaction between the signaling pathways that involve PkcA and CnaA.

**Figure 3:**
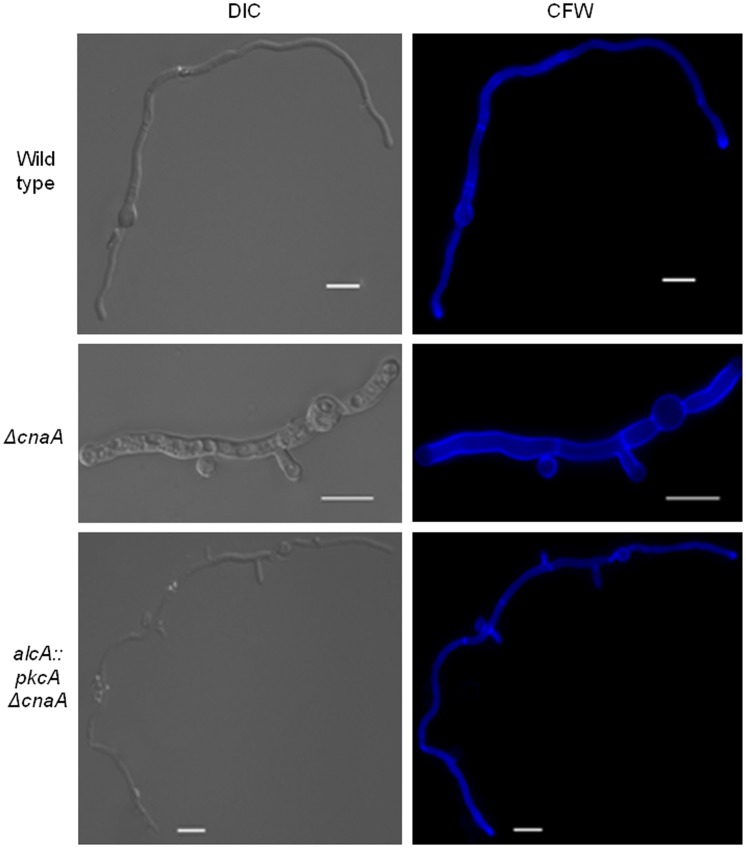
Overexpression of *pkcA* in a *ΔcnaA* background rescues aberrant septa formation in a Δ*cnaA* background. Wild-type, Δ*cnaA* and *alcA*::*pkcA* Δ*cnaA* strains were grown in minimal medium supplemented with 2% (w/v) glycerol plus 100 mM threonine for 16 hours at 30°C before being fixed for 30 minutes at room temperature (RT) and stained with calcofluor white (CFW) for 5 minutes at RT. Mycelial fluorescence was then assessed under the microscope (scale bars indicate 5 µm).

**Figure 4:**
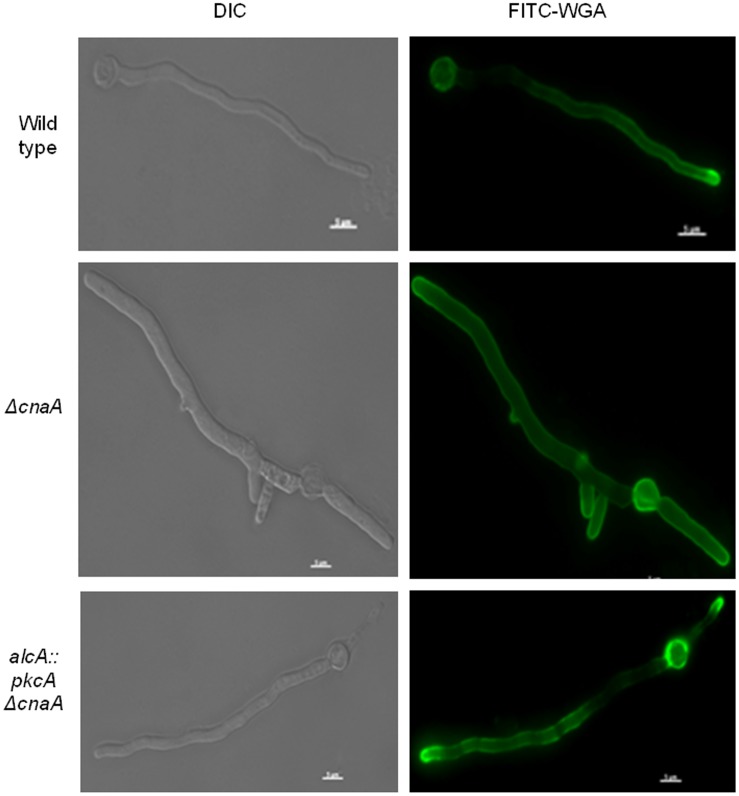
Overexpression of *pkcA* in a *ΔcnaA* background rescues aberrant cell wall deposition in a Δ*cnaA* background. Wild-type, Δ*cnaA* and *alcA*::*pkcA* Δ*cnaA* strains were grown in minimal medium supplemented with 2% (w/v) glycerol plus 100 mM threonine for 16 hours at 30°C before being fixed for 30 minutes at room temperature (RT) and stained with fluorescein isothiocyanate wheat germ agglutinin (FITC-WGA) for 5 minutes at RT. Mycelial fluorescence was then assessed under the microscope (scale bars indicate 5 µm).

### MpkA is targeted by calcineurin-mediated signaling

In *S. cerevisiae*, Pkc1p (the homologue of *A. nidulans* PkcA), is involved in the regulation of cell wall construction through indirectly phosphorylating the MAP kinase Mpk1p, which in turn activates the transcription factor Rlm1p. This transcription factor regulates the expression of genes whose products are important for cell wall biosynthesis [14]. The *A. nidulans rlmA* and *mpkA* are functional orthologs of *S. cerevisiae RLM1* and *MPK1* [41]. Cell wall stress, as experienced during hyphal extension and the addition of Congo red (CR) to liquid cultures, results in the phosphorylation of MpkA [10] [41]. Hence, the MpkA phosphorylation state in the *ΔcnaA* and *alcA::pkcA ΔcnaA* mutant strains was investigated. The wild-type strain contained a basal level of phosphorylated MpkA in the presence of 2% glycerol plus threonine, while the addition of CR resulted in a ∼4-fold increase of MpkA phosphorylation levels (Figures 5A and 5B). In the *ΔcnaA* strain, MpkA phophorylation levels were roughly tenfold less than in the wild-type strain and addition of CR did not result in an increase in MpkA phosphorylation levels (Figures 5A and 5B). In agreement with previous results [10], *pkcA* overexpression increases MpkA phosphorylation levels by around 20%, when compared to the wild-type strain, at both the basal level and upon addition of CR (Figures 5A and 5B). In the *alcA::pkcA ΔcnaA* strain the amount of MpkA phosphorylation was higher (18- to 60-fold) than in the wild-type and *ΔcnaA* strains in all conditions tested (Figures 5A and 5B). These results confirm the role of *pkcA* in the CWI pathway in *A. nidulans* and demonstrate that its overexpression can partially suppress the growth defects associated with the Δ*cnaA* strain. In addition, these results also indicate that MpkA is targeted by calcineurin-mediated signaling.

**Figure 5:**
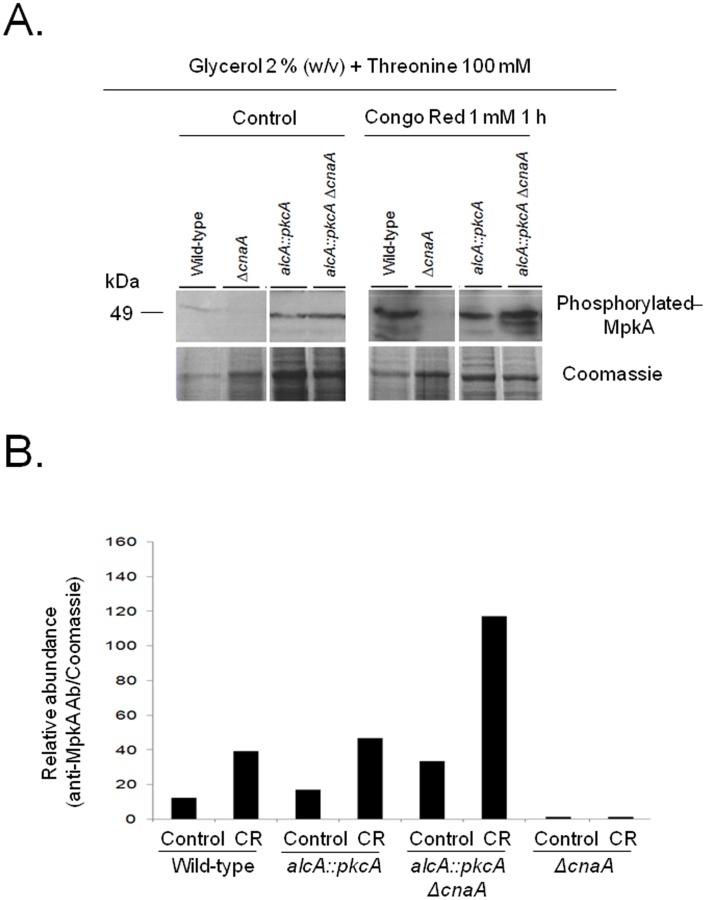
Overexpression of *pkcA* in a Δ*cnaA* background restores the levels of phosphorylated MpkA. Western blots (A) of the protein crude extract from the wild-type, *ΔcnaA*, *alcA::pkcA* and *alcA::pkcA ΔcnaA* strains, when grown in 2% glycerol plus 100 mM threonine for 16 hours at 30°C before being treated with Congo Red (CR) for 1 hour. Phosphorylated MpkA (49 kDa band) was probed for with anti-MpkA antibodies (B) and signal intensities were quantified using the Image J software by dividing the intensity of Western band by a the Coomassie stained protein bands. kDa, kilo Daltons. These results are from a single representative experiment from three different repetitions that provided comparable results.

### PkcA overexpression maintains intracellular calcium homeostasis in the absence of CnaA

Intracellular calcium homeostasis is mediated through the products of a variety of genes, encoding proteins involved in calcium transport and metabolism, which are regulated by the transcription factor CrzA [29]. Appropriate calcium levels are vital for cell viability, as Ca^2+^ ions sequester phosphate molecules which can cause abnormal intracellular signaling [42]. Hence, to determine if *pkcA* overexpression could restore normal intracellular calcium levels in the absence of CnaA, the wild-type, *alcA::pkcA*, *ΔcnaA* and *alcA::pkcA ΔcnaA* strains were treated with different concentrations of CaCl_2_ for 10 minutes before Calcium Orange fluorophores (COF) were added for 30 min. Calcium orange chelates Ca^2+^ ions and upon binding exhibits increased fluorescence, allowing for the detection of the amount of calcium present (Life Technologies). The wild-type, *alcA::pkcA* and *alcA::pkcA ΔcnaA* strains had reduced intracellular calcium levels after 30 minutes of COF addition (Figure 6). In contrast, the *ΔcnaA* strain was unable to reduce Ca^2+^ levels after 30 minutes of COF addition and had approximately 2.5 times more intracellular Ca^2+^ than the wild-type, *alcA::pkcA* and *alcA::pkcA ΔcnaA* strains (Figure 6). These results indicate that *pkcA* overexpression can contribute to maintaining intracellular Ca^2+^ homeostasis in the absence of CnaA-associated signaling.

**Figure 6:**
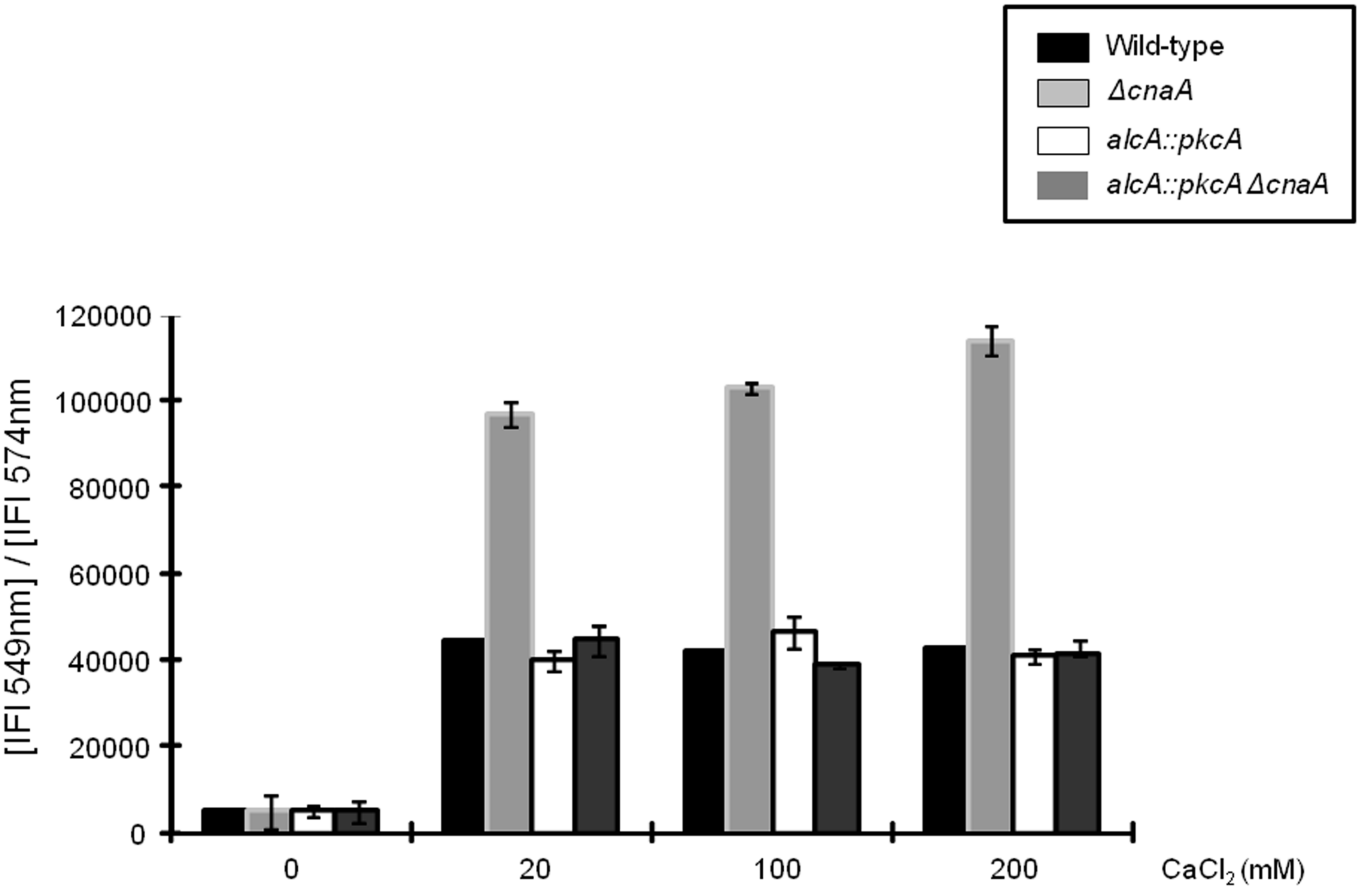
Overexpression of *pkcA* in a Δ*cnaA* background strain enables the cell to return to normal intracellular calcium levels after exposure to high concentrations of CaCl_2_. The wild-type, *alcA*::*pkcA*, Δ*cnaA* and *alcA::pkcA ΔcnaA* strains were grown for 5 hours at 37°C before being exposed to 20 mM, 100 mM and 200 mM of CaCl_2_ for 30 minutes. The fluorophoric calcium chelator Calcium Orange was added then added for 30 minutes and fluorescence was assessed with a fluorometer at 579 nm.

### Induction of *alcA*::*pkcA* in the Δ*cnaA* background modulates transcription of calcium controlled processes

Microarray hybridizations were utilized to investigate in more detail which genes were being influenced by *pkcA* overexpression in the *alcA*::*pkcA* Δ*cnaA* strain, when compared to the Δ*cnaA* strain (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE48535). Both *ΔcnaA* and *alcA*::*pkcA* Δ*cnaA* strains were grown in minimal medium (MM) in the presence of glycerol plus threonine for 24 h and 48 h. 

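The deposited data comprised 12 Agilent microarrays, each hybridized with RNA from a mutant strain labeled with Cy5 and RNA from the wild-type strain labeled with Cy3. Each of the 4 combinations of strain and time was represented by 3 arrays, which the sample labels give as biological replicates, and the dyes were not exchanged on any array. A dye bias that is the same on every array therefore cancels when the mutant strains are compared with each other, but not when either is compared with the wild-type strain. The arrays were carried on 3 slides with 4 arrays each, and the *alcA::pkcA ΔcnaA* and *ΔcnaA* strains shared every slide. In the Cy5 channel, the spots well above background amounted to 77.0 to 77.3% (median 77.2%) of the gene spots on the *ΔcnaA* arrays at 24 h and to 58.8 to 71.8% (median 65.3%) on the *alcA::pkcA ΔcnaA* arrays at 24 h. At 48 h, the corresponding shares were 70.8 to 72.9% (median 72.3%) and 51.3 to 56.6% (median 54.1%). Between 9 and 44 spots per array were saturated in Cy5 and 0 in Cy3. The values used were log2 ratios of the processed Cy5 signal over the processed Cy3 signal, averaged over the spots of each gene after removal of outlier spots. A gene was kept if its probe was well above background in 1 channel on all 3 arrays of at least 1 group, which left 8590 of 11143 genes. Of these, 8589 had a value in every group and were tested with limma, fitting a mean for each of the 4 groups and adjusting p-values by the Benjamini-Hochberg method. The number of arrays limits the precision of each value. Across genes, which are not independent replicates, Pearson's r between arrays of the same group was 0.849 to 0.955, and between arrays of different groups it was -0.373 to 0.613.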

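The increase in *pkcA* mRNA, which glycerol plus threonine brings about through the *alcA* promoter, was examined first because it checks which arrays hold the overexpressing strain. On the log2 scale, the ratio of *pkcA* (AN0106) to the wild-type strain was 1.62 ± 0.09 (SD, n = 3) at 24 h and 1.70 ± 0.02 (SD, n = 3) at 48 h in the *alcA::pkcA ΔcnaA* strain. In the *ΔcnaA* strain, it was -0.15 ± 0.09 (SD, n = 3) at 24 h and -0.09 ± 0.08 (SD, n = 3) at 48 h. The strain difference over both times was 1.78 (standard error 0.06, limma adjusted p = 3.84e-09), and it stayed between 1.75 and 1.80 with each array left out in turn. It did not change detectably between the times (difference 0.02, limma adjusted p = 0.91). The deleted gene, *cnaA*, was not analysed here because no table used here pairs its name with an identifier.

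**Figure D1:**
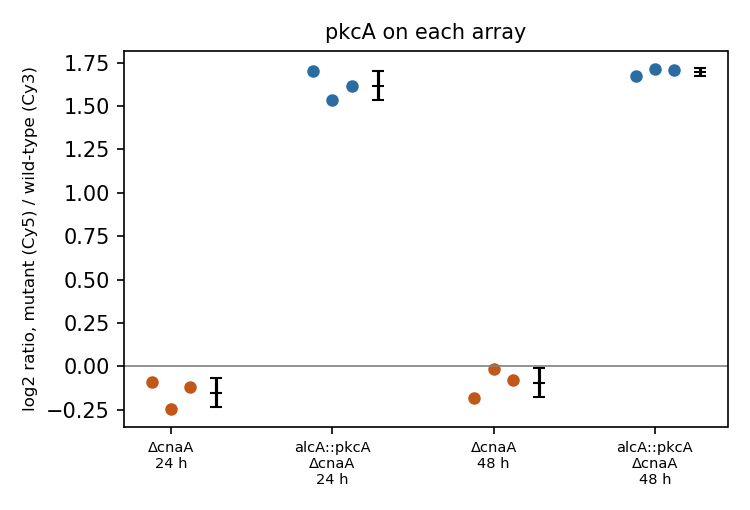
Log2 ratio of *pkcA* in the mutant strain (Cy5) over the wild-type strain (Cy3) on each of the 12 arrays, with a point per array and the mean and SD of the 3 arrays beside each group. The 6 arrays of the *alcA::pkcA ΔcnaA* strain lie between 1.53 and 1.71 and the 6 arrays of the *ΔcnaA* strain between -0.25 and -0.02.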

The wild-type strain was used as an internal reference for both strains. 

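With the wild-type RNA in Cy3 on every array, each mutant strain was compared with the wild-type strain by testing its mean log2 ratio over both times against 0. This test retains any dye bias. It also leaves out the spread of the wild-type cultures themselves if the arrays of a time shared the same wild-type RNA, which is not known here. By limma with Benjamini-Hochberg adjustment, 6458 genes differed from the wild-type strain in *ΔcnaA*, with 3170 above and 3288 below it. In *alcA::pkcA ΔcnaA*, 5656 genes differed, with 2868 above and 2788 below. Spots well above background in Cy3 amounted to 70.7 to 75.0% on the *ΔcnaA* arrays and 58.1 to 71.2% on the *alcA::pkcA ΔcnaA* arrays at 24 h. The shares at 48 h were 66.1 to 67.7% and 59.3 to 67.5%. The median log2 ratio of the kept genes lay between -0.06 and 0.05 on all 12 arrays. Dye normalization within each array centres the ratios, so these medians say nothing about the strains. Above, below and near wild-type are therefore relative to the centre of each array. A shared shift of most genes could not be seen, and similar numbers of higher and lower genes are not evidence against it.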

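Over both times, 6486 genes (75.5% of those tested) differed between the *alcA::pkcA ΔcnaA* and *ΔcnaA* strains at a limma adjusted p under 0.05. Of these, 3278 were higher and 3208 were lower in *alcA::pkcA ΔcnaA*. At an unadjusted p under 0.001, the same limma test gave 4775 genes, of which 2394 were higher and 2381 lower in *alcA::pkcA ΔcnaA*. The threshold moved the count most among the alternatives tried, since 2630 genes (1092 higher and 1538 lower) differed when at least a 2-fold difference was also required. With each array left out in turn, the count at an adjusted p under 0.05 stayed between 6217 and 6522.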

A total of 1,643 genes were differentially expressed (*t*-test *p*<0.001) between the *ΔcnaA* and *alcA::pkcA* Δ*cnaA* strains. 

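The clustering itself was not repeated, and the genes were instead sorted by the tests against the wild-type strain. A gene was called near wild-type in *alcA::pkcA ΔcnaA* when its mean log2 ratio over both times lay within 0.5 of 0. No test was applied to this band, whereas *ΔcnaA* was judged by the test against 0 without a limit on size. A gene below or above the wild-type strain in *ΔcnaA* could therefore lie within the same band. Because both times are averaged, a gene near wild-type can also lie outside the band at a single time. Among the genes higher in *alcA::pkcA ΔcnaA* than in *ΔcnaA*, 1771 were below the wild-type strain in *ΔcnaA* at a limma adjusted p under 0.05 and near wild-type in *alcA::pkcA ΔcnaA*. A further 554 were below the wild-type strain in *ΔcnaA* and above that band in *alcA::pkcA ΔcnaA*, and 162 were below the wild-type strain in *ΔcnaA* and below that band in *alcA::pkcA ΔcnaA*. Where *ΔcnaA* did not differ detectably from the wild-type strain, *alcA::pkcA ΔcnaA* was above the band in 245 genes and near wild-type in 359. Where *ΔcnaA* was already above the wild-type strain, *alcA::pkcA ΔcnaA* was above the band in 161 genes and near wild-type in 26. The choice that moved the first of these counts most was the filter on dim probes, without which 3343 genes fell into that class. Because all comparisons with the wild-type strain rest on the same dye orientation, a dye bias could move genes between these classes.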

Hierarchical clustering and KMC (K-means clustering) identified 1,032 genes which demonstrated reduced expression in the *ΔcnaA* strain but had expression levels similar to the wild-type strain in the *alcA::pkcA ΔcnaA* strain (Figure 7; clusters 2, 5–8; Table S1). 

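Tables S1, S2 and S3 list the genes behind each gene ontology. The list held as many identifiers as the table's own gene number for 58 of the 72 terms of Table S1, 56 of the 86 terms of Table S2 and 9 of the 10 terms of Table S3, and only those lists were used. All of the 333 tested genes on them were higher in *alcA::pkcA ΔcnaA* than in *ΔcnaA* with a limma adjusted p under 0.05, and 328 of them had an unadjusted p under 0.001. Their median log2 difference was 0.85, whereas it was 0.01 over all genes tested. The mean log2 ratio in *ΔcnaA* was below 0 for 314 of these genes, and 291 of them differed from the wild-type strain. In *alcA::pkcA ΔcnaA*, 228 of the 333 genes were near wild-type. A similar share, 5750 of the 8589 genes tested, was near wild-type as well, so this count does not set the listed genes apart. Because the study chose these genes from the same arrays, the counts are not independent evidence and no test for overrepresentation was run.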

FetGOat analysis of these genes allowed determination of the functions of the proteins they encode and enabled the identification of overrepresented (*p*<0.05) gene ontologies (GO) (Tables S1, S2, S3). 

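For the 22 genes of microtubule-based process, the median log2 difference between *alcA::pkcA ΔcnaA* and *ΔcnaA* over both times was 0.87, with single genes between 0.47 and 2.56. All 22 genes were higher in *alcA::pkcA ΔcnaA* by limma, both over all genes tested and adjusted over the list alone, which is not independent evidence for a list chosen on these arrays. The median log2 ratio of the list per array was -0.22 ± 0.02 (SD, n = 3) in *ΔcnaA* and 0.37 ± 0.03 (SD, n = 3) in *alcA::pkcA ΔcnaA* at 24 h. At 48 h, the values were -0.44 ± 0.02 (SD, n = 3) and 0.64 ± 0.02 (SD, n = 3), so the strains lay farther apart than the spread between replicates at both times. In *ΔcnaA*, 17 of the 22 genes were below the wild-type strain and 1 was above it, and 10 of the 22 were near wild-type in *alcA::pkcA ΔcnaA*. Normexp with loess, which replaced the background correction and the dye normalization together, moved this list most, to a median difference of 0.53. For the 12 genes of oxidative phosphorylation, the median log2 difference was 0.89. All 12 genes were below the wild-type strain in *ΔcnaA* and, by the mean over both times, near wild-type in *alcA::pkcA ΔcnaA*. Their median log2 ratio per array in *alcA::pkcA ΔcnaA* was -0.04 ± 0.02 (SD, n = 3) at 24 h and 0.36 ± 0.04 (SD, n = 3) at 48 h.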

As shown in Table 1, the majority of these genes encoded proteins involved in cytoskeletal organization and trafficking, and, in particular, in mitochondria-related functions including oxidative phosphorylation. 

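The 7 genes annotated with ubiquinol-cytochrome-c reductase activity, which encode complex III, had a median log2 difference of 0.91 between *alcA::pkcA ΔcnaA* and *ΔcnaA* over both times. Among them, the difference was 1.19 for *rip1* (AN2306; standard error 0.08, limma adjusted p = 2.24e-07) and 1.16 for AN8273 (standard error 0.08, limma adjusted p = 2.46e-07), and it was 0.43 for AN4388 (standard error 0.05, limma adjusted p = 3.63e-05). The difference for AN8273 was smallest with normexp and loess, at 0.62 (adjusted p = 7.06e-05, against 5.07e-08 to 7.06e-05 over its alternatives). The median log2 ratio of these genes per array was -0.64 ± 0.06 (SD, n = 3) in *ΔcnaA* and -0.01 ± 0.04 (SD, n = 3) in *alcA::pkcA ΔcnaA* at 24 h. At 48 h, it was -0.72 ± 0.07 (SD, n = 3) and 0.43 ± 0.09 (SD, n = 3). The 34 mitochondrial ribosome genes had a median log2 difference of 0.92. Their median log2 ratio per array was -0.62 ± 0.03 (SD, n = 3) in *ΔcnaA* and 0.19 ± 0.02 (SD, n = 3) in *alcA::pkcA ΔcnaA* at 24 h, and -0.58 ± 0.05 (SD, n = 3) and 0.49 ± 0.03 (SD, n = 3) at 48 h. All genes of both lists were past the threshold of an adjusted p under 0.05, over all genes tested and adjusted over the list alone, and the lists were chosen by the study on these arrays. In *alcA::pkcA ΔcnaA*, 28 of the 34 mitochondrial ribosome genes were near wild-type.

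**Figure D2:**
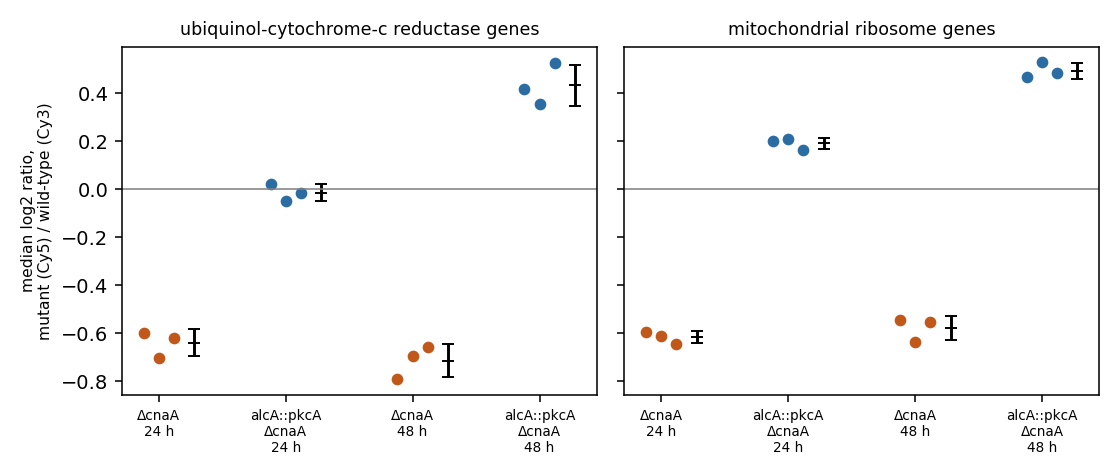
Median log2 ratio (mutant over wild-type) of the 7 ubiquinol-cytochrome-c reductase genes and the 34 mitochondrial ribosome genes, with a point per array and the mean and SD of the 3 arrays beside each group. For ubiquinol-cytochrome-c reductase, the arrays lie between -0.79 and -0.60 in *ΔcnaA* and between -0.05 and 0.53 in *alcA::pkcA ΔcnaA*. For the mitochondrial ribosome, they lie between -0.64 and -0.54 and between 0.16 and 0.53.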

Genes encoding components of complex III of the respiratory chain and mitochondrial ribosomes were overrepresented within this dataset. 

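Among the genes lower in *alcA::pkcA ΔcnaA* than in *ΔcnaA* over both times, 1663 were above the wild-type strain in *ΔcnaA* (limma adjusted p under 0.05) and near wild-type in *alcA::pkcA ΔcnaA*. A further 701 were above the wild-type strain in *ΔcnaA* and more than 0.5 below it, on the log2 scale, in *alcA::pkcA ΔcnaA*, and 103 were above it in *ΔcnaA* and more than 0.5 above it in *alcA::pkcA ΔcnaA*. Where *ΔcnaA* did not differ detectably from the wild-type strain, *alcA::pkcA ΔcnaA* was more than 0.5 below it in 288 genes and near wild-type in 238. Where *ΔcnaA* was below the wild-type strain, the corresponding numbers were 206 and 9.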

The remaining 611 genes had increased expression levels in the Δ*cnaA* when compared to the *alcA*::*pkcA* Δ*cnaA* strain (Figure 7, clusters 1, 3 and 4). However, upon FetGOat analysis, only two GO terms were overrepresented and both described proteasomal components (GO:0000502 and GO:0008540; Table S4).

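Table S4 lists 10 proteasome genes, all of which were lower in *alcA::pkcA ΔcnaA* than in *ΔcnaA* with a limma adjusted p under 0.05, over all genes tested and adjusted over the list alone. The study chose the list on these arrays, so the latter is not independent evidence. Their median log2 difference was -0.62, with single genes between -1.09 and -0.31, and it stayed between -0.66 and -0.58 with each array left out in turn. The median log2 ratio of the list per array was 0.49 ± 0.03 (SD, n = 3) in *ΔcnaA* and 0.03 ± 0.07 (SD, n = 3) in *alcA::pkcA ΔcnaA* at 24 h. At 48 h, it was 0.62 ± 0.09 (SD, n = 3) and -0.20 ± 0.14 (SD, n = 3). All 10 genes were above the wild-type strain in *ΔcnaA* by the test and near wild-type in *alcA::pkcA ΔcnaA* by the band, which are unlike rules. Among the 5 genes of the proteasome base, AN2213 (0.31), AN10020 (0.49) and *rpt1* (0.49) lay within the same band in *ΔcnaA*. AN4236 (0.58) and *rpt4* (0.53) lay above it. In *alcA::pkcA ΔcnaA*, AN10020 (-0.15, limma adjusted p = 0.0238) and *rpt1* (0.14, limma adjusted p = 0.0443) still differed from the wild-type strain. AN2213, AN4236 and *rpt4* did not differ detectably.

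**Figure D3:**
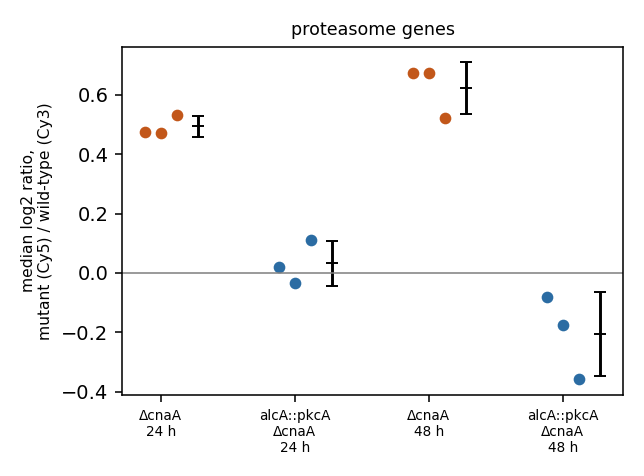
Median log2 ratio (mutant over wild-type) of the 10 proteasome genes of Table S4, with a point per array and the mean and SD of the 3 arrays beside each group. The arrays of *ΔcnaA* lie between 0.47 and 0.67, above every array of *alcA::pkcA ΔcnaA*.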

**Figure 7:**
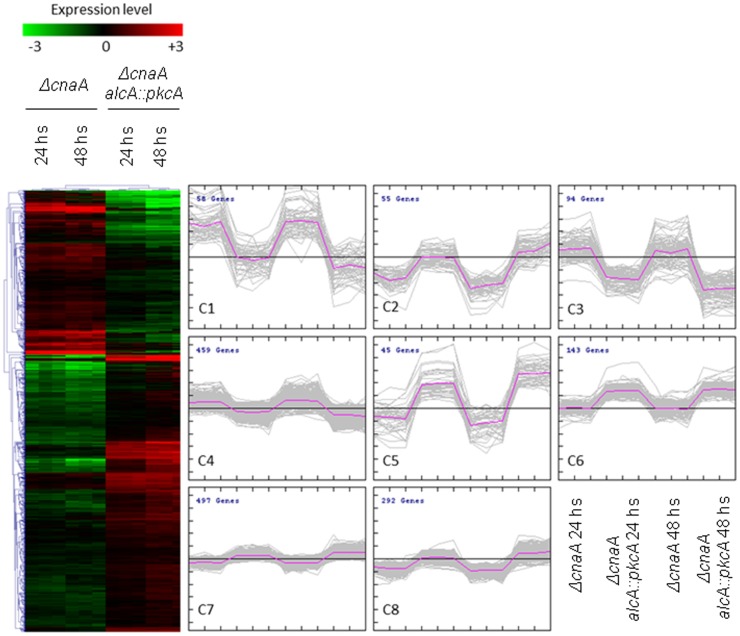
Hierarchal and k-means (KM) clustering of the genes which were differentially (*t*-test *p*<0.001) expressed between the Δ*cna* and *alcA*::*pkcA* Δ*cnaA* strains. Microarrays were performed on RNA extracted from both strains when grown in glucose or glycerol and threonine for 24 and 48 hours.

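All 12 arrays analysed here were of cultures in glycerol plus threonine, at 24 and 48 h. The strains differed in 4437 genes at 24 h (2270 higher and 2167 lower in *alcA::pkcA ΔcnaA*) and in 6298 genes at 48 h (3137 higher and 3161 lower), by limma with an adjusted p under 0.05. The strain difference itself changed between 24 and 48 h in 2828 genes by the interaction term of the same fit. In 119 genes, the strains differed at both times with opposite signs. With slide as a fixed block in the model, the counts were 2904 genes at 24 h, 5188 at 48 h and 1418 for the interaction. Slide as a random block gave 4380, 6258 and 2666. When each time was fitted alone, 5146 genes differed at 24 h and 5676 at 48 h.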

**Table 1:** Number of genes and the associated functions of the proteins they encode that had restored or elevated expression in the *alcA::pkcA ΔcnaA* strain when compared to the Δ*cnaA* strain.

GO term	Annotation	P-value	sP
**Mitochondrial components, function and energy conversion**			
GO:0006122	mitochondrial electron transport, ubiquinol to cytochrome c	1.12E-04	6
GO:0055114	oxidation-reduction process	5.11E-05	32
GO:0042773	ATP synthesis coupled electron transport	2.99E-05	9
GO:0006626	protein targeting to mitochondrion	9.24E-07	17
GO:0032543	mitochondrial translation	7.89E-04	10
GO:0033617	mitochondrial respiratory chain complex IV assembly	3.85E-04	6
GO:0008535	respiratory chain complex IV assembly	3.85E-04	6
GO:0097034	mitochondrial respiratory chain complex IV biogenesis	3.85E-04	6
GO:0007005	mitochondrion organization	1.40E-20	62
GO:0033108	mitochondrial respiratory chain complex assembly	6.05E-07	10
GO:0007006	mitochondrial membrane organization	2.93E-06	13
GO:0042775	mitochondrial ATP synthesis coupled electron transport	2.99E-05	9
GO:0022904	respiratory electron transport chain	2.99E-05	9
GO:0007007	inner mitochondrial membrane organization	2.99E-05	9
GO:0000002	mitochondrial genome maintenance	6.75E-05	13
GO:0072655	establishment of protein localization in mitochondrion	4.87E-07	18
GO:0022900	electron transport chain	2.99E-05	9
GO:0006839	mitochondrial transport	6.64E-08	22
GO:0045039	protein import into mitochondrial inner membrane	1.80E-03	5
GO:0015980	energy derivation by oxidation of organic compounds	1.28E-07	32
GO:0070585	protein localization in mitochondrion	4.87E-07	18
GO:0045333	cellular respiration	9.65E-12	32
GO:0009060	aerobic respiration	4.64E-12	30
GO:0030150	protein import into mitochondrial matrix	1.72E-05	10
GO:0006119	oxidative phosphorylation	5.19E-04	12
GO:0006099	tricarboxylic acid cycle	7.89E-04	10
**Cytoskeleton-related transport**			
GO:0007018	microtubule-based movement	9.65E-06	11
GO:0072384	organelle transport along microtubule	3.99E-06	11
GO:0031109	microtubule polymerization or depolymerization	2.15E-03	6
GO:0030473	nuclear migration along microtubule	7.16E-05	9
GO:0010970	microtubule-based transport	3.99E-06	11
GO:0007017	microtubule-based process	2.82E-05	22
GO:0030705	cytoskeleton-dependent intracellular transport	9.03E-07	12
GO:0046907	intracellular transport	2.29E-07	91
GO:0017038	protein import	1.26E-07	29
GO:0006810	transport	5.62E-04	136
GO:0071806	protein transmembrane transport	2.23E-05	13
GO:0065002	intracellular protein transmembrane transport	2.23E-05	13
GO:0006886	intracellular protein transport	3.91E-04	41
GO:0015031	protein transport	8.09E-04	41
GO:0007097	nuclear migration	1.20E-05	13
**Cellular organisation**			
GO:0051656	establishment of organelle localization	2.15E-05	23
GO:0034613	cellular protein localization	9.88E-04	46
GO:0006605	protein targeting	9.38E-04	36
GO:0006996	organelle organization	9.06E-08	133
GO:0051647	nucleus localization	1.20E-05	13
GO:0008104	protein localization	1.77E-03	50
GO:0051648	vesicle localization	1.80E-03	5
GO:0051641	cellular localization	6.37E-08	108
GO:0045184	establishment of protein localization	9.46E-04	42
GO:0040023	establishment of nucleus localization	1.20E-05	13
GO:0051234	establishment of localization	1.82E-04	142
GO:0051649	establishment of localization in cell	3.23E-08	99
GO:0033036	macromolecule localization	1.80E-03	61
GO:0051179	localization	1.01E-04	152
GO:0051640	organelle localization	3.10E-05	26
GO:0070727	cellular macromolecule localization	6.01E-04	48
**Metabolism**			
GO:0071840	cellular component organization or biogenesis	4.68E-07	205
GO:0071841	cellular component organization or biogenesis at cellular level	1.49E-07	192
GO:0006364	rRNA processing	2.48E-03	35
GO:0006091	generation of precursor metabolites and energy	6.90E-06	44
GO:0044085	cellular component biogenesis	1.53E-03	92
GO:0016043	cellular component organization	2.78E-05	165
GO:0043623	cellular protein complex assembly	7.16E-05	25
GO:0071842	cellular component organization at cellular level	9.03E-06	146
GO:0006744	ubiquinone biosynthetic process	9.95E-04	6
GO:0006084	acetyl-CoA metabolic process	9.86E-04	11
GO:0046356	acetyl-CoA catabolic process	7.89E-04	10
GO:0006743	ubiquinone metabolic process	9.95E-04	6
GO:0045426	quinone cofactor biosynthetic process	9.95E-04	6
GO:0042375	quinone cofactor metabolic process	9.95E-04	6
**Signal transduction**			
GO:0031684	heterotrimeric G-protein complex cycle	7.04E-04	4

sP is number of genes in each category.

### Overexpression of *pkcA* increases the mitochondria in the *ΔcnaA* genetic background

The microarray data showed a difference in the expression of genes which encoded for proteins involved in mitochondrial functions, between the Δ*cnaA* and *alcA*::*pkcA* Δ*cnaA* strains. 

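The 32 genes of cellular respiration were all higher in *alcA::pkcA ΔcnaA* than in *ΔcnaA*, with a median log2 difference of 0.92 over both times. The 51 genes of the mitochondrial inner membrane had a median log2 difference of 0.87 and the 56 genes of the mitochondrial matrix of 0.93, and again each gene was higher in *alcA::pkcA ΔcnaA*. Every gene of the 3 lists had a limma adjusted p under 0.05, over all genes tested and adjusted over the list alone. As the lists came from Tables S1 and S2, they were chosen on the same arrays. In *ΔcnaA*, 32 of 32, 50 of 51 and 55 of 56 of these genes were below the wild-type strain. By the mean over both times, 26, 43 and 40 of them were near wild-type in *alcA::pkcA ΔcnaA*. The median log2 ratio per array in *alcA::pkcA ΔcnaA*, averaged over the arrays, was 0.08, 0.10 and 0.19 at 24 h. At 48 h, it was 0.44, 0.38 and 0.51. The median log2 difference of the inner membrane genes was 0.63 at 24 h and 1.12 at 48 h. The paper states that genes for mitochondrial functions differed between the strains on the arrays, and from there it went on to measure mitochondrial mass.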

Subsequently, to validate these results, mitochondrial mass was evaluated. Protein extracts from the wild-type, *ΔcnaA*, *alcA::pkcA* and *alcA::pkcA ΔcnaA* strains, when grown in MM supplemented with glycerol plus threonine, were incubated with anti-cytochrome *c* antibody (Figure 8A). Cytochrome *c* is a small heme protein found within the cristae of the inner mitochondrial membranes and is an essential component of the electron transport chain [43]. The abundance of cytochrome *c* was less in the *ΔcnaA* strain than the wild-type and *alcA::pkcA* strains (Figure 8B). Upon *pkcA* overexpression, in the *alcA::pkcA ΔcnaA* strain, cytochrome *c* levels were approximately ten times that observed in the *ΔcnaA* strain and were also higher than those observed in the wild-type strain (Figure 8B). These results were in agreement with the fluorescent microscopy data and flow cytometric analyses (FCA), where hyphal mitochondria were stained with Nonyl Acridine Orange, observed under the microscope and subsequently counted, revealing a decrease in mitochondrial mass in *ΔcnaA* strain (Figures 9 and 10A). In addition, the rate of oxygen consumption was measured in all strains. The *ΔcnaA* strain consumed approximately 30% less oxygen than the wild-type strain, whereas *pkcA* overexpression in the *alcA*::*pkcA ΔcnaA* strain restored normal levels of oxygen consumption, similar to the wild-type strain (Figure 10B). These data indicate that *pkcA* overexpression restores the number of mitochondria within the fungal cells, allowing normal levels of respiration to take place.

**Figure 8:**
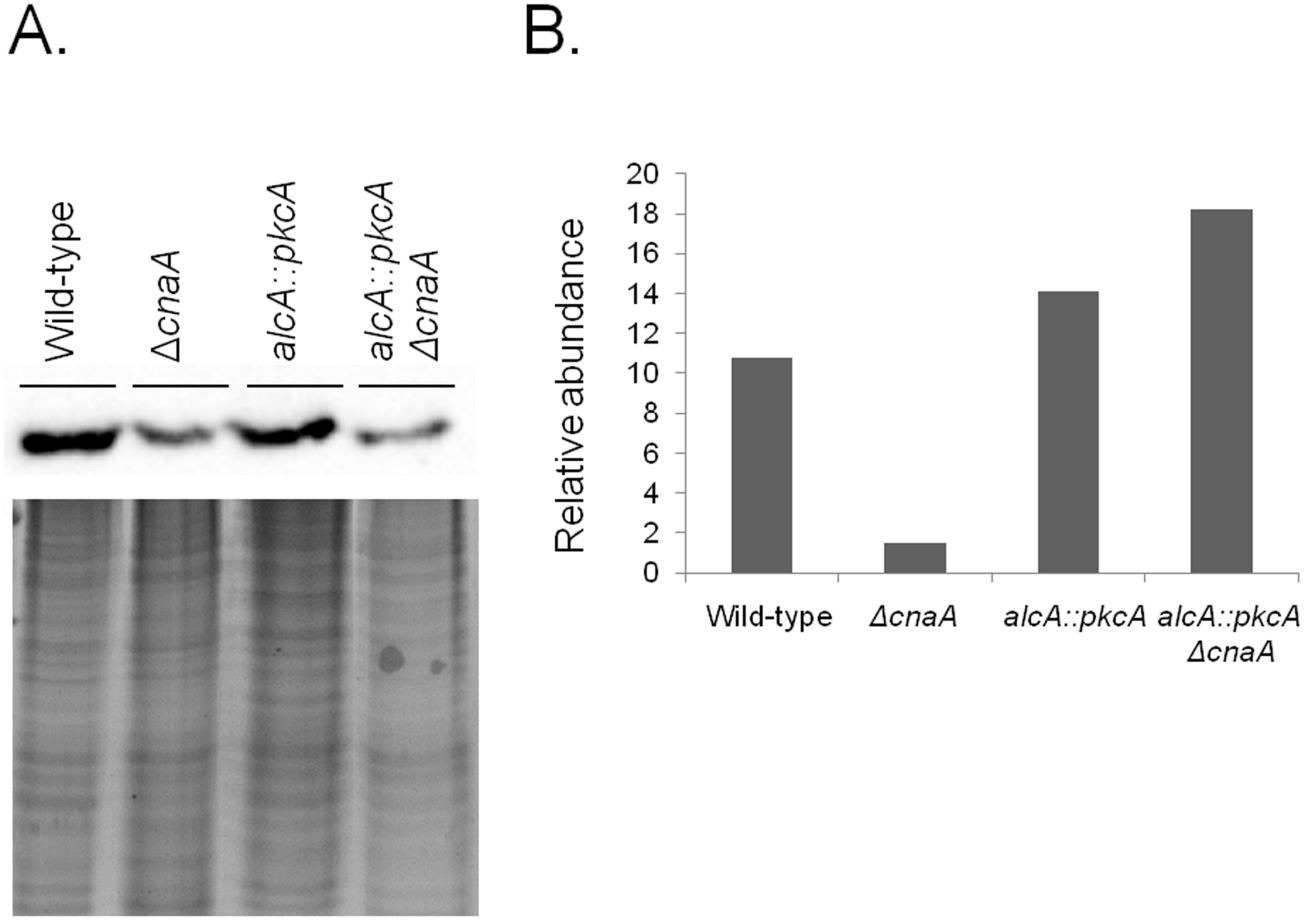
Overexpression of *pkcA* in a Δ*cnaA* background restores cytochrome *c* expression. (A) Western blots of the protein extracts from the wild-type, *ΔcnaA*, *alcA::pkcA* and *alcA::pkcA ΔcnaA* strains when grown in the presence of 2% glycerol plus 100 mM threonine for 16 hours at 37°C. Signal intensities were quantified using the Image J software by dividing the intensity of Western band of the cytochrome *c* by the Coomassie stained protein bands (B). These results are from a single representative experiment from three different repetitions that provided comparable results.

**Figure 9:**
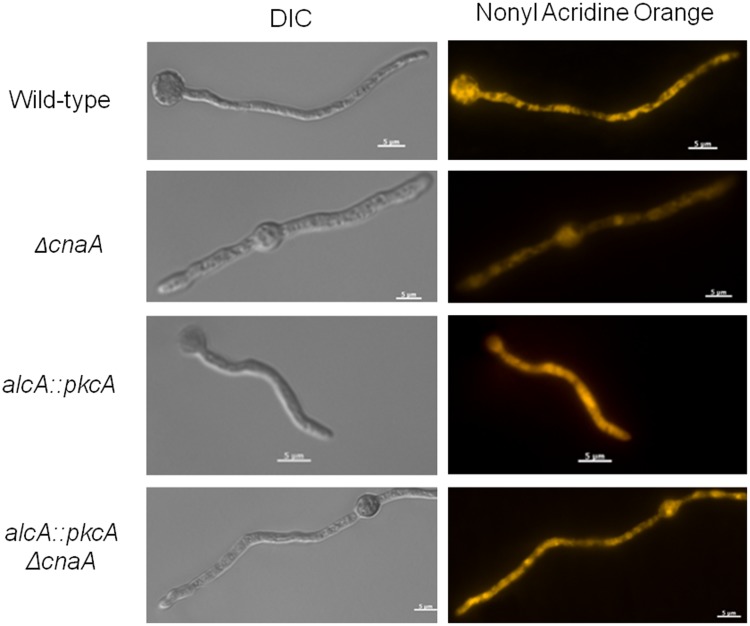
Overexpression of *pkcA* in a Δ*cnaA* background restores mitochondrial number. Wild-type, *ΔcnaA*, *alcA::pkcA* and *alcA::pkcA ΔcnaA* germlings were grown in minimal medium supplemented with 2% glycerol plus 100 mM threonine for 16 hours at 37 C and stained with nonyl acridine orange for 10 minutes at 37°C. Mycelial fluorescence was subsequently assessed under the microscope (scale bars indicate 5 µm).

**Figure 10:**
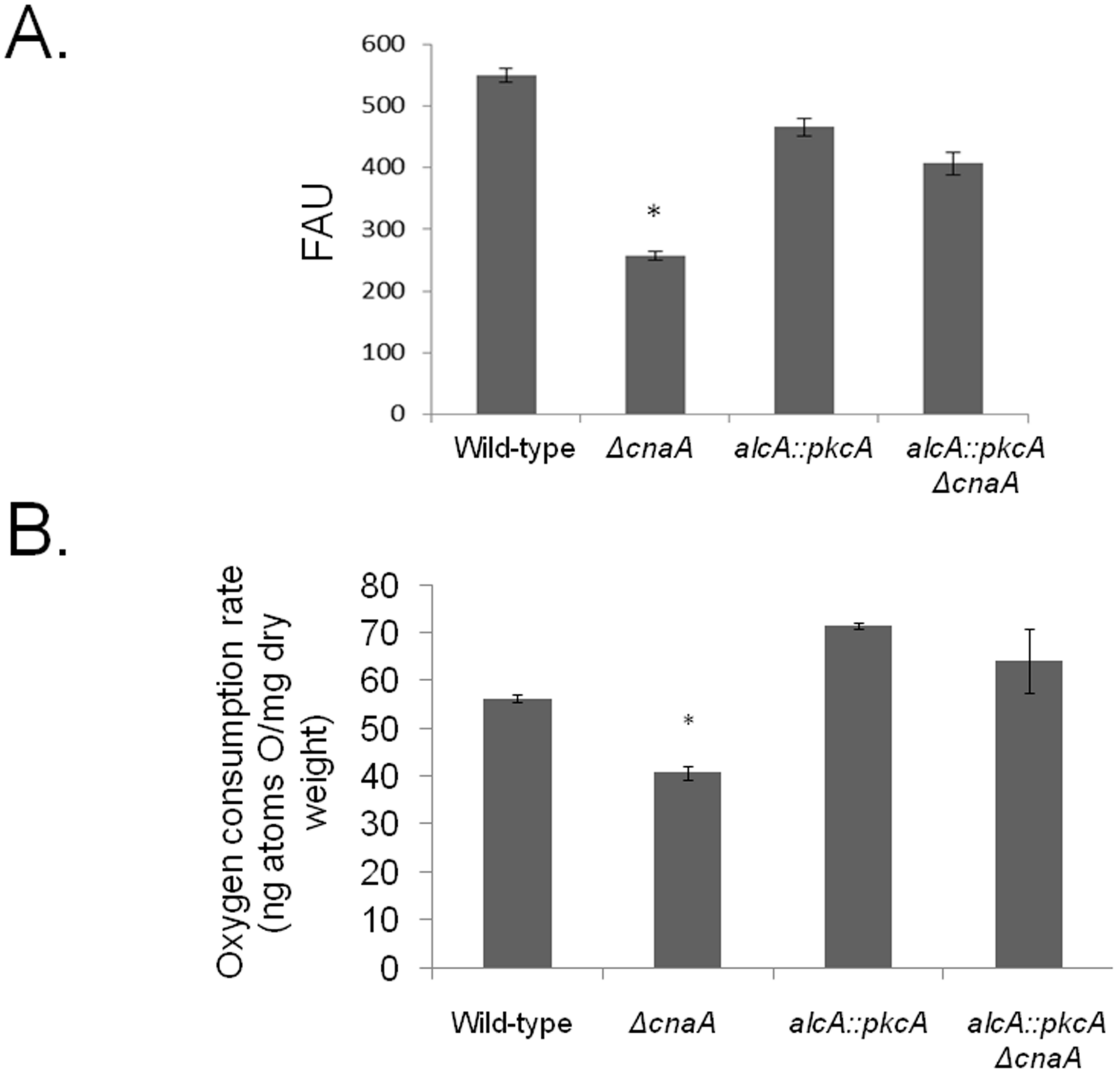
Overexpression of *pkcA* in a Δ*cnaA* background restores oxygen consumption. (A) Wild-type, *ΔcnaA*, *alcA::pkcA* and *alcA::pkcA ΔcnaA* germlings were grown in minimal medium supplemented with 2% glycerol plus 100 mM threonine for 16 hours at 37 C and stained with nonyl acridine orange for 10 minutes at 37°C. Mycelial fluorescence was subsequently assessed under the microscope (scale bars indicate 5 µm). Flow cytometric analyses (FCA) is shown. The results are expressed as mean ± SD (standard deviation) of three independent biological replicates and were considered statistically different (*) when *p*<0.05. P-values were determined by a Student *t* test using GraphPad Prism software version 5 (GraphPad Software). DIC, differential interference contrast; FAU, fluorescent arbitrary units. (B) Oxygen consumption rates of the wild-type, *ΔcnaA*, *alcA::pkcA and alcA::pkcA ΔcnaA* strains when grown in minimal medium supplemented with 2% glycerol plus 100 mM threonine for 16 hours at 37°C.

## Discussion

Cellular signaling governs the cell's responses to environmental stimuli, thus allowing an organism to adapt to different conditions. Cells have evolved a complex network of signaling pathways mediated by a great number of proteins, such as protein kinases and phosphatases, which add or remove phosphate groups from target proteins, therefore directing their activity, location and function [4]. In mammalian cells, protein kinase C (Pkc) regulates gene transcription, membranes and cell growth, while being activated upon an increase in cellular Ca^2+^ levels [2]. In fungi, Pkc plays an important role in growth through activating the cell wall integrity (CWI) pathway which is mediated by a MAP (mitogen activated protein) kinase cascade [11] [14]. In *S. cerevisiae*, cell wall stress sensors activate the Rho GTPase Rho1p which in turn activates Pkc1p that then activates the CWI MAP pathway [17]. In the filamentous fungus *A. nidulans*, the mechanisms for PkcA activation remain unknown. An increase in intracellular Ca^2+^ levels activates the calcineurin phosphatase, whose catalytic subunit A, encoded by *cnaA* in *A. nidulans*, modulates the transcription of genes involved in maintaining cellular calcium homeostasis [29] [31]. Although crosstalk between the calcium- and Pkc-mediated pathways appears to take place in *S. cerevisia*e and other filamentous fungi [32], [33], knowledge about the interactions of these signaling pathways is limited in *Aspergillus* species. The genus *Aspergillus* contains many species of medical and industrial importance, thus elucidating signaling pathways involved in growth in these species could be relevant for many biotechnological applications.

The presented study describes a genetic interaction between the CnaA- and PkcA-mediated signaling pathways in *A. nidulans*. Previous investigations showed that *cnaA* is not an essential gene in *A. nidulans* and *A. fumigatus*, but that its deletion caused severe defects in apical extension and polarized growth in both fungi [26] [34]. Accordingly, the *A. nidulans* Δ*cnaA* strain showed reduced growth in solid and liquid media supplemented with different carbon sources. Furthermore, the *cnaA* deletion strain had a different number of septa and aberrant apical growth when compared to the wild-type strain. The intracellular localization of Ca^2+^ gradients participates in the determination of the site of germ tube emergence and maintains the axis of polarized growth [44]. In *A. fumigatus*, calcineurin localizes to the septum and the catalytic activity of calcineurin subunit A is required for maintaining normal hyphal growth [45]. Deletion of *cnaA* in *A. fumigatus* also resulted in abnormal cell wall architecture with decreased β-glucan and increased chitin contents [45]. In other fungi, calcineurin and Pkc were shown to be involved in the regulation of the cell wall constructing enzyme β-glucan synthase [32], [33]. Similar roles for CnaA in cell wall integrity could therefore be considered in *A. nidulans*.

Overexpressing *pkcA* in the Δ*cnaA* genetic background was able to partially rescue the observed growth Δ*cnaA* phenotypes. PkcA is involved in cell wall construction and maintenance through its involvement in the cell wall integrity pathway via MAPK signaling [11] [14]. In agreement, PkcA overexpression in the Δ*cnaA* strain restored MpkA (the CWI pathway MAPK) phosphorylation levels similar to the wild-type strain. Another explanation could be that both PkcA and calcineurin signaling affect cell cycle progression. In *S. cerevisiae*, a role for Pkc1p in G2/M cell cycle transition, separate from its role in the regulation of the MAPK pathway, has been previously suggested [46]. This could coordinate cell wall expansion with cell cycle progression. In *Schizosaccaromyces pombe*, calcineurin is activated by the cell cycle checkpoint kinase Cds1 and subsequently dephosphorylates Tip1, a protein involved in polarity factor transport, resulting in cell cycle progression delay [47]. All these results indicate that the CnaA- and PkcA-activated pathways share common targets, which could include MpkA, and in doing so coordinate the integrity of the cell wall during growth and in response to stress. This is not surprising as both proteins mediate signaling pathways involved in maintaining polarized hyphal growth.

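By the rule used here to name genes, the 5 largest increases and the 5 largest decreases were taken among the genes in which all 6 arrays of a strain lay above all 6 of the other. Among the increases, AN8943 was well above background on all arrays and had a log2 difference of 6.02 over both times (standard error 0.19, limma adjusted p = 3.03e-09), or 5.51 with normexp and loess. AN7773, with 2 of 3 *ΔcnaA* arrays well above background in Cy5 at 48 h, had a log2 difference of 6.28 (standard error 0.30, limma adjusted p = 2.92e-08). With normexp and loess it was 4.94, so the order of these genes depended on how the signals were processed. For AN6460, only 1 of 3 *ΔcnaA* arrays was well above background in Cy5 at 48 h, and the log2 difference is given for 24 h alone, at 3.77 (limma adjusted p = 1.37e-05). For AN5069 and AN9186, no *ΔcnaA* array at 48 h was well above background in Cy5, so no fold is given at 48 h. Their log2 differences at 24 h were 4.18 (limma adjusted p = 1.96e-05) and 3.35 (limma adjusted p = 6.83e-05). Among the decreases, AN9165 had a log2 difference of -5.65 (standard error 0.49, limma adjusted p = 2.16e-06), with 2 of 3 *alcA::pkcA ΔcnaA* arrays well above background at 48 h, and AN5831 of -5.28 (standard error 0.28, limma adjusted p = 6.08e-08). Over the alternatives, these lay between -6.05 and -4.69 and between -5.44 and -4.76. AN5397, AN10473 and AN0338 were well above background in Cy5 on all 6 *ΔcnaA* arrays and on none of the *alcA::pkcA ΔcnaA* arrays, so no fold is given.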

Microarrays were utilized to provide an insight into the transcriptional impact of *pkcA* overexpression in the Δ*cnaA* strain. A comparision of the Δ*cnaA* and Δ*cnaA pkcA* overexpressing strains with the wild-type strain identified 1,643 genes as being differentially regulated between the two mutant strains, with 1,032 genes being down-regulated and 611 genes being up-regulated in the Δ*cnaA* strain when compared to *alcA*::*pkcA* Δ*cnaA* strain. The majority of the up-regulated genes encoded proteasomal components, suggesting an increase in the degradation of misfolded proteins within the Δ*cnaA* strain. 

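Of the 10 proteasome genes, 5 belong to the base of the proteasome. Among these, the log2 difference between *alcA::pkcA ΔcnaA* and *ΔcnaA* over both times ranged from -0.70 for AN4236 (standard error 0.07, limma adjusted p = 8.71e-06) to -0.36 for AN2213 (standard error 0.05, limma adjusted p = 1.05e-04). It was -0.59 for *rpt4* (AN5747; standard error 0.09, limma adjusted p = 1.85e-04), -0.64 for AN10020 and -0.36 for *rpt1* (AN2917; standard error 0.08, limma adjusted p = 0.00133). The log2 ratios of these 5 genes to the wild-type strain in *ΔcnaA* were 0.58 for AN4236, 0.31 for AN2213, 0.53 for *rpt4*, 0.49 for AN10020 and 0.49 for *rpt1*.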

Scrimale *et al.* [48] showed that induction of the CWI pathway in S. *cerevisiae* activated the UPR (unfolded protein response). The UPR is activated upon detection of misfolded proteins in the endoplasmic reticulum (ER), resulting from high throughput protein secretion causing cellular secretory stress [49]. Activation of the UPR results in the up-regulation of genes encoding proteins which control many cellular processes such as protein folding, cell wall architecture, protein trafficking, lipid biosynthesis and ERAD (ER-associated protein degradation) [48]. It appears that deletion of *cnaA* causes an increase in cellular stresses which subsequently activate the UPR and increase protein degradation. Indeed, Colabardini *et al.*, [10] have previously shown crosstalk between PkcA and the UPR in *A. nidulans* in response to exposure to farnesol.

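The array data also cover 4 genes of the unfolded protein response. The transcription factor gene *hacA* (AN9397) was lower in *alcA::pkcA ΔcnaA* than in *ΔcnaA*, with a log2 difference of -0.31 over both times (standard error 0.08, limma adjusted p = 0.00337), and its log2 ratio to the wild-type strain in *ΔcnaA* was 0.53 (standard error 0.05, limma adjusted p = 7.28e-06). The protein disulfide isomerase gene *pdiA* (AN7436) had a log2 difference of -0.84 (standard error 0.10, limma adjusted p = 1.8e-05), with a log2 ratio of 0.19 in *ΔcnaA* (limma adjusted p = 0.0305) and -0.66 in *alcA::pkcA ΔcnaA* (limma adjusted p = 1.2e-05). For the chaperone gene *bipA* (AN2062), the log2 difference of 0.16 between the strains did not pass the threshold (standard error 0.08, limma adjusted p = 0.0807). In *ΔcnaA*, *bipA* was below the wild-type strain, at -0.26 (limma adjusted p = 0.00158). The calnexin gene *clxA* (AN3592) had a log2 difference of 0.19 (standard error 0.09, limma adjusted p = 0.0598) and a log2 ratio of 0.03 in *ΔcnaA* (limma adjusted p = 0.661). Without replicate 2 of *ΔcnaA* at 48 h, both *bipA* (0.22, limma adjusted p = 0.0132) and *clxA* (0.26, limma adjusted p = 0.00535) passed the threshold. Over all alternatives, the adjusted p lay between 0.0132 and 0.334 for *bipA* and between 0.00535 and 0.18 for *clxA*.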

The majority of the down-regulated genes in the Δ*cnaA* strain, when compared to the Δ*cnaA pkcA*-overexpressing strain, encoded proteins involved in mitochondrial function and energy conversion, cytoskeleton-related transport, cellular organization and metabolism. Denis and Cyert [50] showed that the C2 domain of Pkc1p in *S. cerevisiae* is responsible for targeting the protein to the mitotic spindle, whereas the HR1 and C1 regulatory motifs ensure localization of Pkc1p to the bud tip and cell periphery. *A. nidulans* PkcA::GFP localizes to hyphal apices and growing septa, as well as to the conidiogenous apices of phialides, indicating a role for PkcA in polarized cell wall growth [5]. Calcineurin or calmodulin, activated through an increase in intracellular Ca^2+^ levels, have been shown to localize at the apex, at the Spitzenkörper or at the septa during polar growth in *A. nidulans* [51], [52] and *A. fumigatus* [45]. The Spitzenkörper is a sub-apical structure which coordinates polar growth that associates with and is surrounded by microtubules and actin filaments which shuttle vesicles carrying calcium (to ensure the tip-associated calcium gradient), signaling modules and cell wall components back and forth to the Spitzenkörper with the aid of motor proteins [53], [54]. 

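The 36 cytoskeleton genes of Table S2 had a median log2 difference of 0.85 between *alcA::pkcA ΔcnaA* and *ΔcnaA* over both times. Each of them was higher in *alcA::pkcA ΔcnaA*, with a limma adjusted p under 0.05 over all genes tested and adjusted over the list alone, and the study chose the list on these arrays. In *ΔcnaA*, 26 of the 36 genes were below the wild-type strain and 3 were above it. In *alcA::pkcA ΔcnaA*, 16 of the 36 genes were near wild-type. The median log2 ratio of the list per array in *alcA::pkcA ΔcnaA* was 0.37 ± 0.03 (SD, n = 3) at 24 h and 0.69 ± 0.03 (SD, n = 3) at 48 h.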

The microarray data showed a reduction in the expression of genes encoding cytoskeletal components, cellular organization and transport in the Δ*cnaA* strain, while the overexpression of *pkcA* was able to restore the expression levels of such genes, further re-inforcing the idea of common targets for the PkcA- and CnaA-mediated signaling pathways, regarding hyphal growth.

Furthermore, genes encoding components of mitochondria were also down-regulated in the Δ*cnaA* strain when compared to the *pkcA* overexpressing strain. 

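The 17 genes of protein targeting to mitochondrion had a median log2 difference of 0.94 between *alcA::pkcA ΔcnaA* and *ΔcnaA*, the 10 genes of mitochondrial translation of 1.16 and the 10 genes of the tricarboxylic acid cycle of 1.06. All genes of these lists were below the wild-type strain in *ΔcnaA* by limma with an adjusted p under 0.05. The number near wild-type in *alcA::pkcA ΔcnaA* was 13 of 17 for protein targeting, 2 of 10 for mitochondrial translation and 6 of 10 for the tricarboxylic acid cycle. The median log2 ratio of the mitochondrial translation genes per array in *alcA::pkcA ΔcnaA* was 0.40 ± 0.03 (SD, n = 3) at 24 h and 0.84 ± 0.07 (SD, n = 3) at 48 h.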

Further investigation showed that the deletion of calcineurin caused a decrease in mitochondria and respiration; a defect which was rescued through *pkcA* overexpression. Mitochondria sequester Ca^2+^ ions, therefore playing an important role in decreasing intracellular Ca^2+^ levels after it has carried out its signaling function [3]. Ca^2+^ ions can diffuse readily through the outer membrane of the mitochondria and are then transported through the inner membrane into the mitochondrial cytoplasm through highly selective ion channels and transporters [55]. An increase in mitochondrial Ca^2+^ levels boosts ATP production which as a consequence increases the concentration of cellular reactive oxygen species (ROS) which can lead to apoptosis [54]. In the presented study of *A. nidulans*, deletion of calcineurin caused an increase in cytoplasmic calcium levels, while previous work also showed that calcineurin regulates genes, encoding for proteins involved in calcium homeostasis, via the transcription factor CrzA [31]. It is therefore possible that increased cytosolic calcium levels in the Δ*cnaA* strain resulted in an increased uptake of Ca^2+^ ions by the mitochondria, resulting in increased mitochondrial death. Upon overexpressing *pkcA*, mitochondrial number and function was restored. PkcA-mediated signaling is therefore somehow involved in maintaining the mitochondrial copy number. Indeed, overexpression of *pkcA* upon exposure to farnesol, increases cell death through increasing metacaspase activity [10].

In summary, the presented study describes an interaction between calcium and protein kinase C signaling pathways. Deletion of the calcineurin catalytic subunit A caused growth abnormalities, increased cytosolic Ca^2+^ concentrations plus a reduction in mitochondrial number and function. These defects could all be rescued (at least partially) through the overexpression of *pkcA*. This is the first report in *A. nidulans*, which connects the PkcA- and calcineurin-mediated signaling pathways to mitochondrial function. Further work is required to elucidate at which step these pathways are interconnected, PkcA targets and to investigate in more detail how they link to the mitochondria.

## Materials and Methods

### Strains and media

All *A. nidulans* strains used in this study are listed in Table 2. Strains were cultivated at 37°C in either minimal medium [4% (w/v) glucose or 2% (w/v) glycerol or 2% (w/v) glycerol plus 100 mM threonine], 50 ml of a 20× salt solution (120 g/l NaNO_3_, 10.4 g/l KCl, 30 g/l KH_2_PO_4_, 10.4 g/l MgSO_4_), 1 ml of 5× Trace elements (22.0 g/l ZnSO_4_, 11 g/l boric acid, 5 g/l MnCl_2_, 5 g/l FeSO_4_, 1.6 g/l CoCl_2_, 1.6 g/l CuSO_4_, 1.1 g/l (NH_4_)_2_MoO_4_, 50 g/l EDTA)], pH 6.5; or in complete medium [2% (w/v) glucose, 0.5% (w/v) yeast extract, 1 ml of 5× trace elements (same as for the minimal medium)]. Minimal and complete media were supplemented with 0.12% (w/v) of each uridine and uracil, or pyrodoxine (0.5 µg/ml) depending on the genetic background. Solid media was made by adding 2% (w/v) agar to minimal or complete media. Unless otherwise stated, all chemicals were obtained from Sigma Aldrich (St. Louis, MO, USA).

**Table 2:** *A. nidulans* strains used in this work.

Strain	Genotype	Reference
TNO2A3 (wild-type)	*pyroA4*, *pyrG89*, *argB2*, *ΔnKuA::argB*, *cho1*	Nayak et al., 2006 (reference [58])
*alcA::pkcA*	*pyrG89; pyroA4; alcA::pkcA::pyr4; choA1*	Colabardini *et al.*, 2010 (reference [10])
*ΔcnaA*	*pyroA4 pyrG89*, *ΔcnaA::pyro*, *wA3*	Soriani *et al.*, 2008 (reference [34])
*alcA::pkcA ΔcnaA*	*alcA::pkcA ΔcnaA*, *cho1*	This work

### Mycelial staining and microscopy

Coverslips were inoculated with the different strains (see results section) in 5 ml of minimal media at 30°C.for 16 hours. Hyphae were then fixed [3.7% (v/v) formaldehyde, 50 mM sodium phosphate buffer pH 7.0 (NaH_2_PO_4_, Na_2_HPO_4_), 0.2% (v/v) Triton X-100)] for 30 min at room temperature, rinsed with phosphate buffered saline (PBS: 140 mM NaCl, 2 mM KCl, 10 mM NaHPO_4_, 1.8 mM KH_2_PO_4_, pH 7.4) and incubated for 5 minutes in a 100 ng ml^−1^ calcofluor white. Coverslips were again washed with PBS for 10 minutes at room temperature and rinsed with distilled water. FITC-WGA-staining was carried out by incubating coverslips in prewarmed (30°C) media containing 5 mg ml^−1^ FITC-WGA for 5 minutes [56]. Hyphae were fixed and washed as previously described.

Germlings were visualized on a Carl Zeiss (Jena, Germany) AxioObserver.Z1 fluorescent microscope equipped with a 100 W HBO mercury lamp, using a 100× magnification oil immersion objective (EC Plan-Neofluar, NA 1.3). Fluorescent and DIC (differential interference contrast) images were captured with an AxioCam camera (Carl Zeiss) and processed using the AxioVision software version 3.1. Further image processing was performed using Adobe Photoshop 7.0 (Adobe Systems Incorporated, CA).

### RNA extraction

Mycelia were separated from the supernatant using Whatman filter paper. Fungal cell walls were broken through grinding the mycelia under liquid nitrogen and total RNA was extracted using RNeasy Plant Mini Kit (Qiagen) according to manufacturer's instructions. RNA samples were run on a 2.2 M formaldehyde, 1.2% (w/v) agarose gel to check RNA quality and quantified on the NanoDropH 2000 Thermo Scientific (Uniscience).

### Microarray slides construction and gene expression analysis

Gene expression was compared between *A. nidulans* Δ*cnaA* and *alcA*::*pkcA* Δ*cnaA* strains when grown for 24 and 48 hours at 37°C in in minimal media supplemented with 2% glycerol plus 100 mg/ml threonine, before RNA was extracted. 

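Threonine induces and glycerol derepresses the *alcA* promoter that drives *pkcA* in the *alcA::pkcA ΔcnaA* strain. The sample labels and the description of the media give threonine at 100 mM, and the array paragraph gives 100 mg/ml. The labels also name another RNA extraction than the methods, with Trizol before a column purification. Both mutant strains and the wild-type strain were harvested after 24 h and after 48 h, and mutant and wild-type RNA of the same time were hybridized together. The sets of 3 arrays were not spread evenly over the slides. Slide 1 held the 3 *ΔcnaA* arrays of 24 h and replicate 1 of *alcA::pkcA ΔcnaA* at 24 h, slide 2 held its replicates 2 and 3 with replicates 1 and 2 of *ΔcnaA* at 48 h, and slide 3 held replicate 3 of *ΔcnaA* at 48 h with the 3 *alcA::pkcA ΔcnaA* arrays of 48 h.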

Microarray slide design, sample labeling and hybridization were performed as described previously [56].

The extraction of data from the TIFF files, generated through scanning the microarray slides, was performed using the Agilent Feature Extraction (FE) Software version 9.5.3.1 (Agilent Technologies). This software used the linear Lowess algorithm to subtract the background noise and obtain normalized intensity values. 

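Each array held 45220 spots, of which 1417 were controls. For every spot, the software output gives the raw and background intensities, a processed intensity for each dye after background subtraction and dye normalization, and the log10 ratio of the processed intensities. A signal not above background is replaced by a surrogate in the processed intensities. The log10 ratio column is set to 0 where both signals are surrogates. The log2 ratios in the table of the whole series equal the ratio of the processed intensities, with a largest absolute difference of 1.41e-05 over all spots and arrays. They differ from the log10 ratio column, converted to log2, by more than 0.001 in 93947 of 525636 values (17.9%).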

Normalized values were uploaded into the software Express Converter (version 2.1, TM4 platform available at http://www.tm4.org/utilities.html), which converts the Agilent file format to the multi-experiment viewer (mev) file format that is compatible with the TM4 software used for microarray analysis (available at http://www.tm4.org/). The mev files were uploaded into the MIDAS software (TM4 platform), where averages for each gene-replicate, from the biological replicates, were generated. 

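In the re-analysis, the arrays were kept separate so that the spread between biological replicates could be used. Each gene was represented by 1 probe, spotted 3 to 14 times (median 4), and the spots were averaged within each array. Between 3.05% and 4.98% of the gene spots per array were left out as outliers of the scanner software. When they were kept, 6508 genes differed between the strains.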

Finally, analysis of the mev files was carried out using the TIGR MeV (TM4 platform, Multi Experiment Viewer, available at http://www.tigr.org/software/microarray.shtml) software. Differentially expressed genes were defined as those that had a mean log_2_ expression ratio statistically different from 0, identified through applying the one-class *t*-test (*P*>0.01).

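The test named in the methods asks whether a mean log2 ratio differs from 0, and the results section compares the mutant strains with each other. The plain comparison of the 6 *alcA::pkcA ΔcnaA* arrays with the 6 *ΔcnaA* arrays, ignoring time, gave 2861 genes at an unadjusted p under 0.001, with 1553 higher and 1308 lower in *alcA::pkcA ΔcnaA*. With Benjamini-Hochberg adjustment at 0.05, it gave 5274 genes. By limma, 5833 genes had an unadjusted p under 0.01.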

### Western blots

Intracellular proteins were extracted via grinding the mycelia under liquid nitrogen and then re-suspending the mycelial powder in extraction buffer [15 mM p-nitrophenylphosphate, 25 mM tris pH 7.4, 15 mM EGTA (ethylene glycol tetraacetic acid), 15 mM MgCl_2_ and protease inhibitor cocktail (Complete Mini; Roche)] by vortexing for 10 minutes. Samples were centrifuged for 10 minutes (13,000 rpm) and the supernatant collected. Total protein concentrations in the supernatants were determined using the Bio-Rad Protein Assay, according to manufacturer's instructions. 1× sample loading buffer (62.5 mM Tris-HCl pH 6.8, 2% SDS, 10% glycerol, 5% β-mercaptoethanol and 5% bromophenol blue) was added to the samples and which were boiled at 100°C for 3 min. Samples were run on a 12.5% (w/v) SDS-PAGE gel. The gel was blotted onto a nitrocellulose membrane (0.2 mm; Bio-Rad), which was blocked with a 5% (w/v) dried milk and TBS-Tween buffer (10 mM Tris-HCl pH 8.0, 150 mM NaCl, 0.05% Tween 20, pH 7.5) followed by the incubation with a 1∶1500 dilution of the anti-phospho-p44/42 MAPK antibody (Cell Signaling Technology, USA) overnight at 4°C. Primary antibodies were detected using a horseradish peroxidase (HRP)-conjugated second antibody (Kirkegaard and Perry Laboratories) at a 1∶5000 dilution in TBS-T plus 5% skimmed milk powder for 1 h, at room temperature. Chemiluminescence was detected using Super signal West Pico chemioluminescent substrate (Pierce), and signals were recorded using the Hyperfilm ECL (Amersham Biosciences).

### Oxygen uptake measurements

Conidia (1×10^8^) were inoculated in 15 ml of minimal medium supplemented with 2% glycerol plus 100 mM threonine for 5 hours at 37°C, 250 rpm. The germlings were harvested by centrifugation and washed twice with cold distilled water. Germlings were then washed three times with 0.7 mM sorbitol, 10 mM HEPES–KOH, pH 7.2 and subsequently kept on ice. Oxygen uptake was measured with a Clark-type electrode fitted to a Gilson oxygraph 1 (Gilson Medical Electronics, Inc.,2 Middleton, WI) in 1.8 ml of buffer containing 0.7 mM sorbitol, 10 mM HEPES–KOH, pH 7.2, 5 mM MgCl_2_ and 0.5 mM EGTA at 30°C [57]. The initial solubility of oxygen in the reaction buffer was considered to be 445 ng of O_2_ atoms/ml.

### Mitochondrial mass measurements

Conidia from the different strains (1×10^8^ ml^−1^) were incubated in 50 ml liquid minimal media at 37°C on a reciprocal shaker for 6 hours. Subsequently, conidia were washed with PBS and incubated with 5 nM Nonyl Acridine Orange (NAO; Invitrogen) diluted in PBS plus 5% fetal bovine serum (FBS) for 10 minutes at 37°C. Stained conidia were washed with PBS, resuspended in PBS plus 5% FBS, and then analyzed by flow cytometry. Propidium iodide (0.5 µM) staining of the nucleus was utilized to exclude dead cells. Flow cytometry was analyzed by guava Easycity 8 HH (Millipore) using 10,000 acquisitions for each analysis.

For cytochrome *c* measurements, 2×10^8^ conidia/ml of each strain were inoculated in minimal media for 16 hours at 37°C. After this period, the cultures were filtered and the mycelia washed with 100 ml H_2_O, immediately frozen in liquid nitrogen and grinded. For every 0.1 g of dry weight, 1.3 ml HB buffer (150 mM NaCl, 30 mM KCl, 10 mM Na_2_HPO_4_, pH 7.0) was added. The suspension was centrifuged at 21,000 *g* at 4°C for 30 minutes. The supernatant was removed and centrifuged again for 10 minutes under the same conditions. After determining protein concentration, samples were prepared for SDS-PAGEas described above. Thirty micrograms of total protein from each sample were loaded into each lane of a 15% SDS-PAGE gel. After separation of the proteins, the gel was blotted onto a pure nitrocellulose membrane (0.2 µm; Bio-Rad) and after being blocked in 5% (w/v) dried milk in TBSTween, the membrane was probed with the rabbit anti-cyc1 antibody (CNAT against native cytochrome *c* from yeast; Sigma) at a 1∶200 dilution in TBS-Tween for 1 hour at room temperature. The membrane was washed four times with TBS-Tween for 5 minutes and then incubated with a 1∶5000 dilution of goat anti-rabbit IgG peroxidase-labeled (KPL) antibody for 1 hour. After being washed, the blot was developed by use of the SuperSignal Ultra chemiluminescence detection system (Pierce) and recorded by the use of Hyperfilm ECL (Amersham Biosciences).

### Determination of intracellular calcium levels

To determine intracellular Ca^2+^ levels, wild-type, Δ*cnaA*, *alcA*::*pkcA* and *alcA*::*pkcA* Δ*cnaA* strains were first grown for 5 hours in minimal medium supplemented with 2% (w/v) glycerol plus 100 mM threonine at 37°C. Strains were then treated with 20 mM, 100 mM and 200 mM CaCl_2_ for 10 minutes. Mycelia were then washed 3 times with PBS and incubated with 1 µM Calcium Orange fluorophore at 37°C for 30 minutes. Mycelia were washed again and fluorescence was measured using a fluorometer at 549 nm excitation and 579 nm emission, according to manufacturer's instructions. The experiment was normalized by counting the number of cells in a Neubauer chamber.

## Supporting Information

Table S1 **FetGOat analysis for genes with reduced mRNA accumulation in** ***A. nidulans ΔcnaA*** **(similar to the wild-type strain) when compared to the** ***alcA::pkcA ΔcnaA*** **strain.**
(XLSX) Click here for additional data file.

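Table S1 gives biological processes, with the number of genes of each process on the study's list and the identifiers of those genes. Its complete gene lists hold 199 genes, and all 199 were higher in *alcA::pkcA ΔcnaA* than in *ΔcnaA* (limma adjusted p under 0.05), with a median log2 difference of 0.85. The mean log2 ratio to the wild-type strain in *ΔcnaA* was below 0 for 187 of them.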

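For cellular components, the complete gene lists of Table S2 hold 275 genes. All 275 were higher in *alcA::pkcA ΔcnaA* than in *ΔcnaA* (limma adjusted p under 0.05), with a median log2 difference of 0.83. In *ΔcnaA*, the mean log2 ratio to the wild-type strain was below 0 for 261 of them, and 193 were near wild-type in *alcA::pkcA ΔcnaA*.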

Table S2 **FetGOat analysis for genes with reduced mRNA accumulation in** ***A. nidulans alcA::pkcA ΔcnaA*** **(similar to the wild-type strain) when compared to the** ***ΔcnaA*** **strain.**
(XLSX) Click here for additional data file.

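Molecular functions are listed in Table S3, whose complete gene lists hold 81 genes. Each of the 81 genes was higher in *alcA::pkcA ΔcnaA* than in *ΔcnaA* (limma adjusted p under 0.05), with a median log2 difference of 0.86. The 39 genes encoding structural constituents of the ribosome among them had a median log2 difference of 0.87.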

Table S3 **FetGOat analysis for genes with increased mRNA accumulation in** ***A. nidulans alcA::pkcA ΔcnaA*** **(similar to the wild-type strain) when compared to the** ***ΔcnaA*** **strain.**
(XLSX) Click here for additional data file.

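The list of genes higher in *ΔcnaA* has 2 overrepresented terms, and both gene lists of Table S4 are complete. The 5 genes of the proteasome base are among the 10 genes of the proteasome. At 24 h, the median log2 difference of these 10 genes between *alcA::pkcA ΔcnaA* and *ΔcnaA* was -0.44, and at 48 h it was -0.78.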

Table S4 **FetGOat analysis for genes with increased mRNA accumulation in** ***A. nidulans ΔcnaA*** **when compared to the** ***alcA::pkcA ΔcnaA*** **strain.**
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

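Gene expression was measured on 12 Agilent microarrays of *Aspergillus nidulans*, with 3 arrays for each of the *ΔcnaA* and *alcA::pkcA ΔcnaA* strains at 24 h and at 48 h in glycerol plus threonine. Mutant RNA was labeled with Cy5 and wild-type RNA with Cy3 on every array. The assignment of arrays to strain, time and replicate was taken from the sample labels and matched the strains and times in the paper.

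The authors deposited the scanner output of each array, made with the Agilent Feature Extraction software. Its intensity columns hold the raw mean and background median of each spot and the processed intensity of each dye, which the authors obtained by background subtraction and linear and lowess dye normalization within the array. A log10 ratio of Cy5 over Cy3 was deposited in the same output. The authors also deposited a table of log2 ratios for the whole series, which was found to hold the ratio of the processed intensities. Replicates were not pooled.

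The log2 ratio of the processed Cy5 over the processed Cy3 signal was computed for each spot. The choice of test, samples, filters and named genes was set before the data were examined, and it specified the processed signals. The log10 ratio column was nevertheless used first. It holds 0 where both signals are surrogates, and the ratio of the processed signals was then put in its place, as had been specified, after the results of both had been seen. The log10 ratio column is kept as an alternative chosen after seeing the data. Control spots and outlier spots were left out, and the remaining spots of each gene were averaged. There was at most 1 probe per gene, so taking the brightest probe per gene could not differ and was not run. A gene was called well above background on an array when at least 0.5 of its spots were. Genes well above background in 1 channel on all 3 arrays of at least 1 group were kept, which gave 8590 of 11143 genes, and 1 of them had no value in a group. Depth in these data is the signal over background, which was lowest in Cy5 for *alcA::pkcA ΔcnaA* at 48 h, and together with 3 arrays per group it limits the precision.

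Tests were made with limma 3.58.1 in R 4.3.3, with 1 mean for each of the 4 groups, moderated variances and two-sided p-values. The strain difference is *alcA::pkcA ΔcnaA* minus *ΔcnaA*, averaged over both times or at each time, and the interaction is the difference at 48 h minus that at 24 h. Each mutant strain was compared with the wild-type strain by testing its log2 ratio against 0. This leaves out the spread of the wild-type cultures if the arrays of a time shared the same wild-type RNA, which is not known here. Adjusted p-values are by the Benjamini-Hochberg method over the 8589 genes tested, with a threshold of 0.05. A gene was called near wild-type when its mean log2 ratio was within 0.5 of 0. Where a gene was not well above background in Cy5 on any array of a group, no fold was given for that time. Signals of the single channels were taken after normexp with an offset of 50, loess and Aquantile normalization.

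Gene names came from an annotation table of the assembly ASM1142v1, which was used only for names and for which genes neighbour each other. Of the 11143 identifiers, 10443 (93.7%) matched and 774 had a symbol. The named genes were those the paper names, the genotype genes of Table 2, 4 genes of the unfolded protein response, the complex III and proteasome base genes of the supplementary tables, and the 5 largest increases and 5 largest decreases without overlap between the strains. No identifier was found in the table for *cnaA*, *mpkA*, *bckA*, *tubC*, *alcA*, the cytochrome *c* gene, *nkuA*, *choA* and *wA*, which were not analysed here. Gene lists from descriptions were not run because the tables used here give no descriptions. Gene lists from Tables S1 to S4 were used only where complete, and no enrichment test was run on them.

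The alternatives tried were normexp with loess, median centring, Aquantile normalization, the table of the whole series, other filters on dim probes, outlier spots kept, slide as a fixed or random block, the replicate number as a block, each array left out in turn, a plain t-test between the strains, other thresholds, each time fitted alone, and other definitions of near wild-type. The procedure was tested on simulated data for the strain difference over both times, in which 200 of 8589 genes were changed. It recovered 162 of these (81%), with 11 false calls (6.36%) and 0 with the wrong sign. Of the genes changed by 0.5 on the log2 scale, 52% were recovered. The simulation changed far fewer genes than the 6486 called on the arrays, so these rates need not apply to them.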

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

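Slide as a block was an alternative set before, but its use to test the interaction was chosen after the result was seen, as were the tests on splits after the strain difference was subtracted and on the brightest genes. The other tests below were set before.

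The strain difference changed between 24 and 48 h in 2828 genes by the interaction term of limma. The paper reports the strains over both times and does not report this comparison. Regrouping the arrays within the time points gave a count as large in 8 of 100 splits, the real one included, but this test decides nothing. In the other 7 splits, the strain labels were mostly exchanged at a single time, which turns the strain difference itself into a change over time. After each gene's strain difference over both times was subtracted, only 1 of 100 splits, the real one, gave a count as large, and chance can be excluded. The lowest count with an array left out was 2191, which argues against a single deviating array. Differences between slides remain open, because 1285 of the 2828 genes were still called with slide as a fixed block and 2663 with slide as a random block, and slides and groups are only partly separated. Of the 2828 genes, 1559 were well above background in both channels on all arrays, so signal at background cannot account for the whole pattern. These were 29.8% of such genes, against 37.7% of the other genes. Among the genes well above background throughout, the pattern held for 37.9% of the 1306 dimmest and 28.0% of the 1306 brightest. A contribution of weaker signal stays open, most of all for genes not above background throughout. A larger effect of *pkcA* overexpression in older cultures could also give this pattern, and the design does not separate it from these explanations.

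The same interaction was past the threshold of an adjusted p under 0.05 for named genes measured in both strains at both times. The difference at 48 h minus that at 24 h was 1.00 for *chsB* and -0.89 for *argB*. Among the complex III genes, it was 0.72 for AN8273, 0.54 for AN5597, 0.49 for AN3922, 0.56 for AN0747 and 0.93 for *rip1*. Among the proteasome base genes, it was -0.49 for AN10020, -0.36 for AN2213 and -0.48 for AN4236. The strain difference of each of these genes had the same sign at both times and was larger at 48 h. Among the genes with the largest strain differences, it was -3.40 for AN9165, -2.14 for AN5831, 2.99 for AN7773, 2.06 for AN8943 and 3.72 for AN6460, and AN9165, AN7773 and AN6460 were well above background in Cy5 on only some arrays of a group at 48 h, so that the sizes of their changes are uncertain. The remaining genes named for this interaction were well above background in both channels on all 12 arrays, so that signal at background does not account for their change. Differences between slides stay open and were not tested for single genes.

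In 1784 genes, both mutant strains differed from the wild-type strain in the same direction, 820 above and 964 below it, and in 2530 genes the directions were opposite. The paper discusses only genes that differ between the mutant strains. All arrays of a time may share the wild-type RNA, which alone would make both strains move together. A simulation of unchanged strains against a single wild-type sample per time gave 414 such genes, fewer than observed but not few enough to set this aside. A fixed dye bias remains open as well, since no dyes were exchanged. The mean ratio differed between 24 and 48 h in 957 of the 1784 genes, which a bias added to a time effect would also allow, and did not differ in the other 827. An effect of the *cnaA* deletion that *pkcA* overexpression left in place could give the same pattern and cannot be told apart from these explanations.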

How the results depend on the processing

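The log10 ratio column of the scanner output was chosen as an alternative after seeing the data, and all other alternatives were set before. With that column, 6503 genes differed between the strains, and 6470 of these were among the 6486 of the processed signals. The list medians were the same to 2 decimals. The table of the whole series holds the same ratios and gave the same counts.

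Single genes were followed under the alternatives that refit limma over both times, that is, those on normalization, values, filter, outlier spots, blocks and left-out arrays. Under these, the direction of the 4 gene lists and of the named genes other than *pyroA* was the same, and each gene of the 4 lists was past the adjusted p of 0.05. The plain t-test, the 2-fold requirement and each time fitted alone were run for counts only. The sizes depended on the background correction and dye normalization, which were changed together. With normexp and loess, the median log2 difference was 0.75 for the complex III genes, 0.74 for the mitochondrial ribosome genes and 0.53 for the microtubule genes, against 0.91, 0.92 and 0.87, and the cause was not tested. Aquantile normalization changes only the average intensities and gave the same 0.75, 0.74 and 0.53. Centring each array on its median shifts all genes alike, and the medians became 0.88, 0.89 and 0.84, with -0.64 for the proteasome genes against -0.62. Only the shift of the microtubule genes to 0.84 exceeded the spread between their replicate arrays. With normexp and loess, 44.9% of the called genes were higher in *alcA::pkcA ΔcnaA*, against 50.5%.

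The filter on dim probes sets how many genes are tested, and the counts for the strain difference followed it. The strict filter left 5223 genes, with 4017 different, 1597 lower in *alcA::pkcA ΔcnaA*, 3085 at an unadjusted p under 0.001, 2900 at 24 h, 3940 at 48 h and 1701 for the interaction. Without a filter, 5101 genes were higher in *alcA::pkcA ΔcnaA* and 3343 were reduced in *ΔcnaA* and near wild-type in *alcA::pkcA ΔcnaA*. The interaction count did not follow the number of genes tested, with 2763 of 11142 genes without a filter against 2828 of 8589. The share of called genes higher in *alcA::pkcA ΔcnaA* was 60.2% under the strict filter and 60.3% without a filter. For genes near background, such as *crzA* and *rlmA* in *alcA::pkcA ΔcnaA* at 48 h, signal over background limits what can be said.

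With slide as a fixed block, 5524 genes differed between the strains over both times, and 3271 did at an unadjusted p under 0.001. At 24 h, 2904 genes differed, and 1418 showed an interaction. The medians were 0.87 for the mitochondrial ribosome genes and 0.84 for the microtubule genes. The cause was not tested. Slide as a random block had an estimated correlation of 0.0327 and gave 6469 genes. The plain t-test of the 6 arrays of a strain against the 6 of the other, which is not the test against 0 that the methods name, gave 2861 genes at an unadjusted p under 0.001. The cause was not tested. Requiring at least a 2-fold difference left 2630 by construction, with 1092 higher and 1538 lower in *alcA::pkcA ΔcnaA*.

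With the replicate number as a block, 6470 genes differed. The numbers do not pair the samples, since deviations of arrays with the same number had a mean correlation of 0.103 and exceeded 0.1 in only 7 of 18 pairs, against -0.0478 for different numbers.

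With each array left out in turn, the median of the microtubule genes lay between 0.84 and 0.90. The log2 difference of *pyroA*, which was -0.05 and not past the threshold, lay between -0.27 and 0.17 and changed sign without replicate 3 of *ΔcnaA* at 48 h (0.17) or replicate 1 of *alcA::pkcA ΔcnaA* at 48 h (0.0015). Without replicate 2 of *ΔcnaA* at 48 h, *bipA* and *clxA* passed the threshold, and *clxA* also passed it under the strict filter (adjusted p = 0.0461). Under the alternatives followed for single genes, no other named gene changed its side of the threshold. The choice of the brightest probe per gene was not run because each gene had 1 probe.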

Differences from the paper's values

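The paper gives 1643 genes that differed between the strains at an unadjusted p under 0.001, where 4775 were found here. Its values by direction are 1032 genes lower in *ΔcnaA*, against 2394 here, and 611 genes higher in *ΔcnaA*, against 2381 here. For these 3 counts at an unadjusted p under 0.001, each of the alternatives set for them before the data were examined also gave more than 1.5 times the paper's value. The lowest counts by direction were 1553 with the plain t-test between the strains and 1205 under the strict filter on dim probes. Requiring at least a 2-fold difference was set for the count at an adjusted p under 0.05, and it gave 1092 genes lower in *ΔcnaA*, within 1.5 times the paper's 1032, and 1538 higher in *ΔcnaA*, more than 1.5 times the paper's 611.

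For genes reduced in *ΔcnaA* and similar to the wild-type strain in *alcA::pkcA ΔcnaA*, the paper's value is 1032 and 1771 were found here. The strict filter on dim probes (1397) and slide as a fixed block (1502) gave counts within 1.5 times the paper's value, and the other alternatives set before the data were examined did not.

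The discussion describes most of the genes with higher expression in *ΔcnaA* as proteasomal. The tally over Table S4 is 10 genes, against the paper's 611 and the 3208 genes lower in *alcA::pkcA ΔcnaA* here. The caption of Table S2 describes its genes as having less mRNA in *alcA::pkcA ΔcnaA* than in *ΔcnaA*. All 275 genes of its complete lists were higher in *alcA::pkcA ΔcnaA* here.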

Other observations

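The genes described last in this part were chosen after their values were seen, the test on probes with a shared stretch of sequence was chosen after the result was seen, and the other tests were set before.

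Regrouping of the arrays was used to ask whether chance could give as many genes. Of 100 splits of the arrays within the time points, only 1, the real one, gave as many genes for the strain difference over both times, for the genes higher and the genes lower in *alcA::pkcA ΔcnaA*, for an unadjusted p under 0.001, and for the genes reduced in *ΔcnaA* and near wild-type in *alcA::pkcA ΔcnaA*. Chance can therefore be excluded for these counts. At 24 h and at 48 h alone, the real split was also the only 1 of 10, but 10 splits are too few to exclude chance.

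The size of the strain difference could come from the wild-type channel if the wild-type RNA had differed between the arrays of the mutant strains. In the 6486 genes that differed, the median difference in the direction of the ratio was 0.51 in Cy5 and -0.06 in Cy3 on the log2 scale. The Cy5 channel, which holds the mutant RNA, accounted for 113% of the median difference, which argues against the wild-type channel as the source.

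A hypothesis was that genes that neighbour each other on a chromosome change together. Over 6824 pairs of neighbouring genes, the strain differences had a Pearson r of 0.255 across pairs, and the largest r in 1000 shuffled gene orders was 0.0389. Spearman's rho was 0.187, and the sign was the same in 55.0% of pairs. Over the 6135 pairs with probes over 10 spots apart, r was 0.262, which argues against probes placed near each other as the source. Only 1 of the pairs has probes that share a stretch of 15 bases, which argues against a shared stretch of sequence, whereas shorter similarity was not tested. Leaving that pair out gave an r of 0.255 and could not have changed it. Groups of neighbouring genes under common control may contribute to this. No list of gene clusters was used here, and neighbouring pairs are not independent.

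Of the genotype genes of Table 2, 3 were analysed. The log2 difference of *pyroA* (AN7725) was -0.05 (limma adjusted p = 0.797). The log2 difference of *argB* (AN4409) between *alcA::pkcA ΔcnaA* and *ΔcnaA* was -2.19 (limma adjusted p = 1.43e-07), and it lay between -2.30 and -2.04 over all alternatives. Its log2 ratio to the wild-type strain was 0.87 in *ΔcnaA* and -1.32 in *alcA::pkcA ΔcnaA*. Table 2 lists *argB* markers for the wild-type strain and none for the mutant strains. The log2 difference of *pyrG* (AN6157) was -0.48 (limma adjusted p = 0.00267). Whether the genotypes or *pkcA* account for these differences was not tested.

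Among the other genes the paper names, *chsB* (AN7032) had a log2 difference of 0.69 (limma adjusted p = 5.53e-04). It was 0.19 at 24 h (limma adjusted p = 0.403) and 1.19 at 48 h (limma adjusted p = 1.43e-04). For *crzA* (AN5726) and *rlmA* (AN2984), no *alcA::pkcA ΔcnaA* array at 48 h was well above background in Cy5, so no fold is given at that time. At 24 h, the log2 difference was 0.24 for *crzA* (limma adjusted p = 0.136), measured on 2 of 3 *alcA::pkcA ΔcnaA* arrays, and 0.09 for *rlmA* (limma adjusted p = 0.766), measured on 1 of 3.

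Among the genes with the same direction in both mutant strains, AN8820 was well above background in Cy3, the wild-type channel, on all 12 arrays and in Cy5 on 4 of 12, so that no fold is given. The tables used here give no name for it. AN12088 had a mean log2 ratio of -4.01, between -5.11 and -2.25 on the 12 arrays, and was well above background in both channels on all of them. Of the genes above the wild-type strain, AN11584 and AN7903 were well above background in Cy5 on 11 and 10 arrays and in Cy3 on 6 and 3. These 4 genes were chosen after their values were seen.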
